# Stress Reshapes the Physiological Response of Halophile Fungi to Salinity

**DOI:** 10.3390/cells9030525

**Published:** 2020-02-25

**Authors:** Yordanis Pérez-Llano, Eya Caridad Rodríguez-Pupo, Irina S. Druzhinina, Komal Chenthamara, Feng Cai, Nina Gunde-Cimerman, Polona Zalar, Cene Gostinčar, Rok Kostanjšek, Jorge Luis Folch-Mallol, Ramón Alberto Batista-García, María del Rayo Sánchez-Carbente

**Keywords:** *Aspergillus sydowii* genome, fungal cell wall, compatible solutes, halophilic fungi, hydrophobins, fungal transcriptomics, osmotic stress

## Abstract

(1) Background: Mechanisms of cellular and molecular adaptation of fungi to salinity have been commonly drawn from halotolerant strains and few studies in basidiomycete fungi. These studies have been conducted in settings where cells are subjected to stress, either hypo- or hyperosmotic, which can be a confounding factor in describing physiological mechanisms related to salinity. (2) Methods: We have studied transcriptomic changes in *Aspergillus sydowii*, a halophilic species, when growing in three different salinity conditions (No NaCl, 0.5 M, and 2.0 M NaCl). (3) Results: In this fungus, major physiological modifications occur under high salinity (2.0 M NaCl) and not when cultured under optimal conditions (0.5 M NaCl), suggesting that most of the mechanisms described for halophilic growth are a consequence of saline stress response and not an adaptation to saline conditions. Cell wall modifications occur exclusively at extreme salinity, with an increase in cell wall thickness and lamellar structure, which seem to involve a decrease in chitin content and an augmented content of alfa and beta-glucans. Additionally, three hydrophobin genes were differentially expressed under hypo- or hyperosmotic stress but not when the fungus grows optimally. Regarding compatible solutes, glycerol is the main compound accumulated in salt stress conditions, whereas trehalose is accumulated in the absence of salt. (4) Conclusions: Physiological responses to salinity vary greatly between optimal and high salt concentrations and are not a simple graded effect as the salt concentration increases. Our results highlight the influence of stress in reshaping the response of extremophiles to environmental challenges.

## 1. Introduction

Ubiquitous filamentous fungus *Aspergillus sydowii* is mainly known as a pathogen of corals, which causes tissue lesions and darkening by melanization [1,2,3]. Additionally, this species can be found in hypersaline habitats, such as waters of the salterns [4,5] and dried foods [6]. However, it has been also isolated from various terrestrial niches, such as soil from near-Arctic to tropical regions [2,7,8] and decaying plant matter [9]. Interestingly, terrestrial isolates were consistently not pathogenic for corals, indicating a distinct ecotype, although genetic and metabolic signatures used so far did not confirm this distinction [2,10].

*A. sydowii* strains have been studied for their biotechnological potential as producers of secondary metabolites [11] and plant biomass-degrading enzymes [8,12,13]. A recent transcriptomic analysis of an *A. sydowii* isolate from Antarctic microalgae showed its ability to produce lignin-degrading enzymes and to grow on lignin as the sole carbon source [7].

We isolated a halophilic strain of *A. sydowii* in the search for a fungal model with two distinctive characteristics: the ability to grow in high salinity (up to 2.0 M NaCl) and the capacity to degrade plant biomass under these conditions. Due to its extremotolerant ecology and biotechnological potential, *A. sydowii* emerged as a prospective fungal model for the analysis of molecular adaptations to saline conditions. In fungi, these adaptations differ in many ways from adaptations of bacteria and archaea and have been described more extensively in Basidiomycota yeast and filamentous fungi [14], although some studies have also been conducted in filamentous Ascomycota, such as other Aspergilli [15,16,17,18]. The study aimed to identify, using transcriptomics, the mechanisms that mediate the halotolerance of *A. sydowii* at both optimal and extreme salinity. To date, this important distinction has not received sufficient attention, either in fungi or in prokaryotes [19]. Using the genome-wide transcriptomic approach, we have been able to delineate the osmoprotective strategies of a halophile in optimal growth conditions from responses triggered by osmotic stress.

## 2. Materials and Methods

### 2.1. Strain and Culture Conditions

The strain *Aspergillus sydowii* BMH-0004 was isolated at the Laboratory of Molecular Biology of Fungi at the Center for Research on Biotechnology (CEIB), Autonomous University of the State of Morelos (UAEM), Cuernavaca, Mor, Mexico. It was isolated from sugarcane bagasse and initially described by Batista-García et al., (2014) [20] as *A. caesiellus* H1. This strain was deposited in the Fungal Culture Collection of the CEIB (UAEM, Cuernavaca, Mexico) with reference number BMH-0004; in the Technological University Collection of Industrially relevant Microorganisms (TUCIM) (Vienna, Austria) with reference number 6524; and the Ex Culture Collection of the Infrastructural Centre Mycosmo (MRIC UL) (Ljubljana, Slovenia) with number EXF-12860.

To describe the morphology of the strain, the fungus was grown at 25 °C on malt extract agar (MEA), Czapek yeast extract agar (CYA), and creatine-sucrose agar (CREA) for 7 days. Additionally, the strain was grown at 30 and 37 °C on CYA and 25 °C on saline CYA (CYAS) with 5% NaCl. Colony diameter, color, texture, production of soluble pigments, and exudates were evaluated in all culture conditions. Conidia and conidiophores were visualized for colonies grown at 25 °C on MEA.

For RNA extraction, the strain was cultivated on a semi-solid fermentation of autoclaved (121 °C for 15 min) wheat straw. Three plugs of fresh mycelium grown on PDA without NaCl were inoculated onto 3.0 g of wheat straw soaked with thirty milliliters of Voegel’s medium (without NaCl (No NaCl) and with 0.5 M NaCl or 2.0 M NaCl) in 25.0-cm petri dishes and cultured for 7 days at 28 °C without agitation. For the relative quantification of selected genes by qPCR, an additional group cultured with 1.0 M NaCl in the medium was also considered. The mycelium was collected by adding 15 mL of diethyl-pyrocarbonate (DEPC)-treated water to recover the biomass from the petri dishes and vortexed in sterile conical tubes. This procedure was repeated three times, and the resulting washing liquid was centrifuged to obtain a pellet of cells. Triplicate cultures were obtained for RNA extraction and transcriptome profiling.

### 2.2. DNA Extraction, PCR Amplification, and Sequencing

Genomic DNA was extracted from PDA-grown mycelium using standard phenol:chloroform procedure. Primers for internal transcribed spacer (ITS) rDNA, RNA polymerase II second-largest subunit gene (*rpb2*), β-tubulin gene (*benA*), and calmodulin gene (*cam*) were used as recommended for classification of *Aspergillus* species [21], and PCR products were purified from 1% agarose gel using the GeneJET Gel Extraction kit (ThermoFisher Scientific, Waltham, MA, USA). Sanger sequencing of the amplicons was performed with the forward primers used for amplification, and the sequencing service was provided by Microsynth (Vienna, Austria).

### 2.3. Molecular Phylogeny

First, the sequences of ITS, *rpb2*, *benA*, and *cam* were submitted to a sequence similarity search by BLASTn against the NCBI nucleotide database. Most similar sequences and the corresponding published voucher DNA barcodes for the reference species [21] were retrieved. Sequences of *A. multicolor* NRRL 4775, *A. nidulans* NRRL 187, and *A. caesiellus* NRRL 5061 were chosen as outgroups (Supplementary Table S1). Multiple sequence alignments were created using the MUSCLE v3.8.425 [22] tool integrated into AliView [23]. Consecutively, a concatenated set of alignment was assembled using SEAVIEW [24] and realigned using MUSCLE in AliView. Where necessary, GBlocks [25] with less stringent conditions allowing smaller final blocks, gap position within the final blocks, and less strict flanking positions were used to remove ambiguous fragments (Supplementary Table S2). Maximum likelihood trees based on their specific best substitution model, as obtained using SMS, were created using PhyML tool (http://www.atgc-montpellier.fr/phyml-sms/) (Supplementary Figure S1). One thousand replicates were run to calculate bootstrap supports. Alternatively, the concatenated alignment with 88,625 nucleotides was subjected to Bayesian analysis using program MrBayes v3.2.5 [26] with an unconstrained GTR + I + G nucleotide substitution model applied to all loci. The chain was run for 3 million generations by applying two simultaneous, completely independent analyses starting from different random trees using three heated chains and one “cold” chain. Once the analyses were finished, 22,500 trees were summarized after discarding the first 25% of 30,000 trees generated, and a consensus tree was obtained. The trees were visualized and mid-point rooted using FigTree v1.4.22 (http://tree.bio.ed.ac.uk/software/figtree/). Further image improvement was performed in CorelDraw Graphics Suite X8 (Corel corporation, ON, Canada).

### 2.4. RNA Extraction, Library Construction, and Sequencing

Samples were ground with liquid nitrogen, and RNA purification was performed by the Tri-Reagent method (Sigma-Aldrich, San Louis, MO, USA). Libraries were constructed with the TruSeq Stranded mRNA HT kit (Illumina, San Diego, CA, USA), and sequencing was performed by the Mass Sequencing Unit of the Biotechnology Institute (UNAM, Cuernavaca, Mor, México) with a NextSeq 500 Sequencer (Illumina, San Diego, CA, USA) using 150 cycles of pair-end readings.

### 2.5. Transcriptome Assembly and Transcript Quantification

Sequence reads were filtered/trimmed by quality using FASTQC/Trimmomatic (cutoff: Q20), and *de novo* assembly was performed with Trinity [27]. The assembled transcriptome was mapped back to the *A. sydowii* genome for quality control purposes, which rendered a 90.4% overall similarity and approximately 73% coverage. Functional annotation of transcript sequences was achieved by BLAST against *nr* NCBI RefSeq and UniProt databases using Trinotate software [28]. Pfam, GO, and KOG term annotation, the prediction of signal peptide and transmembrane region (SignalP v4.1 [29]), were also performed. When considering membrane transporters, deducing the function of the protein from its sequence is often difficult. This is especially true for metal cation transporters, where substrate specificity and selectivity cannot be unambiguously predicted. To partially alleviate this problem, the Transporter Classification Database (TCDB: http://www.tcdb.org) was used to refine the annotations of transcripts belonging to transporter encoding genes of *A. sydowii*, and substrate specificity of DE transcripts was predicted using the TrSSP tool (http://bioinfo.noble.org/TrSSP/).

The mapping of reads to the assembled transcriptome was done by SMALT (http://www.sanger.ac.uk/science/tools/smalt-0). With this alignment, expression levels were quantified using Samtools [30]. Expression levels were reported in transcripts per million (TPM) [31,32], obtained by the RSEM program [33] using mappings obtained by Bowtie2 software [34]. 

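RNA of *A. sydowii* grown on wheat straw for 7 days at 28 °C in medium without NaCl (0 M), with 0.5 M NaCl or with 2.0 M NaCl was sequenced as 3 libraries per salinity, 9 in all. The authors deposited, for each library, an estimated count and an abundance for each of 37358 assembled transcripts. Of the count values, 37.5% are not whole numbers, as RSEM gives them, and the counts were rounded for the tests. The abundances follow the counts divided by one length per transcript, but they sum to between 835567 and 1258197 per library, whereas TPM have one fixed sum, so that they are TPM multiplied by a factor per library that the paper does not state. Transcripts are listed by the identifiers of Trinity, an assembler that joins reads into transcripts without a genome. The files do not pair these identifiers with gene names, and 0 of them occur in the RefSeq gene table of the *A. sydowii* assembly Aspsy1, which lists 13716 genes. Values are therefore given per transcript, and no gene named in the text is tied to a value. The labels of the libraries give each one a strain number of its own, whereas the paper studies one strain, BMH-0004; the libraries were treated as replicates of that strain.

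Without NaCl, 8925674, 9646396 and 13416655 counts were assigned to transcripts in replicates 1, 2 and 3. At 0.5 M NaCl the totals were 6974905, 4090147 and 4220436 counts, and at 2.0 M NaCl they were 2012708, 10194236 and 8552839 counts. At least 1 count was found for 27873, 25511 and 27233 transcripts without NaCl, for 20925, 14680 and 13090 at 0.5 M NaCl and for 18121, 27664 and 27257 at 2.0 M NaCl. When every library was thinned at random to the total of the shallowest one, 2.0 M NaCl replicate 1, these numbers became 22688, 20198 and 20825 without NaCl, 18625, 14248 and 12780 at 0.5 M NaCl, and 18121, 22907 and 22316 at 2.0 M NaCl. The 2 libraries with the fewest transcripts at equal depth were thus 0.5 M NaCl replicates 2 and 3. No pair of replicates was close enough to be one library deposited more than once, as the smallest chi-square between replicates was 30.2 per degree of freedom.

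The paper leaves out 1 library at 0.5 M NaCl, which by Figure S2 is replicate 1, so that 8 libraries remain, 3 without NaCl, 2 at 0.5 M NaCl and 3 at 2.0 M NaCl. In these, 17398 transcripts had at least 2 CPM (counts scaled by the library total) in at least 2 libraries, and they held 99.3% of the counts. One edgeR model of the 3 conditions, with TMM normalization, was fitted to them, and transcripts were called differentially expressed (DE) at the thresholds of the paper, an FDR under 0.05 and an absolute log2 fold change over 2. Except where stated, log2 CPM in clustering and distances, and the CPM of named transcripts in these libraries, use library totals adjusted by TMM. The biological coefficient of variation between replicates was 83.0%, with 5 residual degrees of freedom, so that only large and even changes pass. Counts with this spread were simulated, with 200 transcripts changed by 4 on the log2 scale. Between 3 and 3 libraries, among 17398 transcripts, the test recovered 34.5% of those changed. Between 2 and 3, among 17396, it recovered 23.5%. DESeq2, which the paper names, was run as an alternative. RUVseq, which it also names, was not run. In its place, 1 factor of unwanted variation was taken from the residuals of an edgeR fit, as the RUVr method does, since the paper does not state the variant, the number of factors or the control transcripts.

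**Figure D1:**
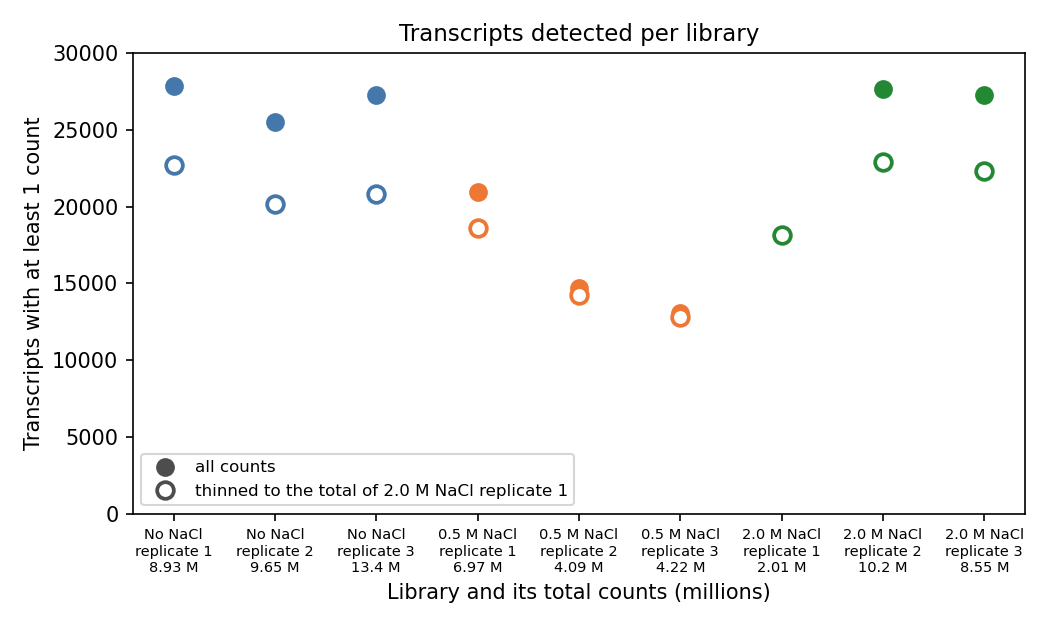
Number of transcripts with at least 1 count (vertical axis) in each of the 9 libraries (horizontal axis, with the total counts), coloured by salinity. Filled points use all counts and open points the counts after thinning to the total of 2.0 M NaCl replicate 1, where 0.5 M NaCl replicates 2 and 3 are lowest with 14248 and 12780 transcripts.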

Cumulative transcript expression values were obtained by adding the TPM values of transcripts mapped to functionally identified orthologous genes, and differences in cumulative expression between groups were assessed by two-way ANOVA with posterior Tukey’s multiple comparison test (α = 0.05).

### 2.6. Differential Transcript Expression Analysis

In order to perform the differential expression analysis, transcripts with a low number of read counts (CPM < 2) were filtered, aiming to increase the statistical strength of the prediction of differentially expressed transcripts [31]. As shown in Supplementary Figure S2a, the deletion of these transcripts allows the clustering (nonsupervised hierarchical clustering method) of sample profiles according to the treatment groups, indicating that it reduces the noise (i.e., variability that is not associated with biological conditions). Removal of these transcripts does not affect the genes identified, as differentially expressed (DE) (Supplementary Figure S2b). 

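The 9 libraries were clustered by complete linkage on the Euclidean distance of log2 CPM, since the distance and linkage behind Figure S2 are not stated. After the filter, 1 of the 3 conditions, No NaCl, formed one cluster of its own. The first division of the tree separated 0.5 M NaCl replicates 2 and 3 from the other 7 libraries, and 0.5 M NaCl replicate 1 joined 2.0 M NaCl replicate 1. Before the filter, over the 36348 transcripts with a count in any library, the number of conditions in one cluster was also 1, and the first division was the same. With 0.5 M NaCl replicate 1 left out, 2 conditions, No NaCl and 0.5 M NaCl, each formed one cluster. The number of conditions in one cluster was 2 with 1 minus Spearman's correlation as the distance (No NaCl and 2.0 M NaCl), and 0 among the transcripts with a mean of at least 100 CPM, a set chosen after the data were seen.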

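The edgeR test was repeated on all 36213 transcripts with a count in any of the 8 libraries. Between 0.5 M NaCl and No NaCl, 446 of the 475 transcripts called without the filter were also called with it, and the filter added 286 calls. For 2.0 M NaCl against 0.5 M NaCl, 515 of 530 were also called with the filter, which added 379. For 2.0 M NaCl against No NaCl, 53 of the 56 calls were made only without the filter. Of the calls made only without it, 0 were of transcripts that the filter removes, in each comparison. With DESeq2, 2657 of the 3045 calls without the filter for 0.5 M NaCl against No NaCl were also made with it, which added 34. The calls made in both ways were 2804 of 3220 for 2.0 M NaCl against 0.5 M NaCl, with 29 added, and 614 of 678 for 2.0 M NaCl against No NaCl, with 39 added. The filter removed 147, 144 and 16 of the transcripts that DESeq2 called only without it in these comparisons. Over all 9 libraries with edgeR, there were 72, 50 and 46 calls without the filter, and 0 calls were made only with it.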

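Over all 9 libraries, the distance between 2 profiles was taken as the root mean square difference in log2 CPM over the 17783 transcripts that pass the filter. At 0.5 M NaCl, replicate 1 lay at a mean distance of 2.60 from the other 2 replicates and of 2.12 from the libraries of the other conditions. It was the only library nearer to the other conditions than to its own. Its nearest library was No NaCl replicate 1, at 1.92, whereas the 3 libraries without NaCl lay between 1.24 and 1.5 from each other. It lay at 2.47 from replicate 2 and 2.73 from replicate 3, which were 2.58 from each other. Among the transcripts with a mean of at least 100 CPM, a set chosen after the data were seen, replicates 2 and 3 were 1.03 apart, computed over 8 libraries, and the 3 pairs of this condition 1.32 ± 0.26 (SD) on average, computed over 9. The mean distance of replicate 2 was 2.52 to its own condition and 2.67 to the others, and that of replicate 3 was 2.65 and 2.84.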

Based on this nonsupervised hierarchical clustering analysis, we removed a sample replicate belonging to the group 0.5 M NaCl from subsequent steps, as it is an outlier.

Expression data were normalized using the RUVseq algorithm [35] for the removal of variation between samples, and differential transcript expression analysis was performed using DESeq2 [36]. Transcripts with logFC > 2.0 and FDR < 0.05 were considered as differentially expressed (DE).

Gene ontology enrichment was determined by the over-representation analysis (ORA) method with a Fisher’s statistical test using the topGO package (https://bioconductor.org/). Pathway enrichment analysis was done using the BlastKOALA tool from KEGG database.

### 2.7. qPCR and Transcriptome Validation

For validation of RNA sequencing results, 1 µg of total RNA isolated as previously described from semi-solid wheat straw fermentation was treated with DNase I (Thermo Fisher Scientific, Waltham, MA, USA) and used for cDNA synthesis with the RevertAid First-Strand Synthesis kit (Thermo Fisher Scientific, Waltham, MA, USA) using oligo (dT) nucleotides. Two-step quantitative PCR (qPCR) reactions were carried out in a rotor-gene apparatus (Qiagen, Hilden, Germany). Each reaction contained 5 µL of QuantiNova SYBR Green PCR MasterMix and 1 µL of 1:8 dilution of cDNA as the template (total volume: 10 µL). The primers used for qPCR, their final concentration on the assay, and the annealing/extension temperature for each primer pair are listed in Supplementary Table S3. Internal standard genes for relative quantification (*sarA* and *cox5*) were selected according to a previous standardization for *Aspergillus niger* [37]. Relative expression of *sih1*, *sih2*, *sih4*, and AsHog1 genes was calculated as described by Pfaffl [38] using the REST software (2009, Qiagen, Hilden, Germany). 

### 2.8. Electron Microscopy and TEM Image Analysis

Fungal tissues were embedded in agarose gel to facilitate fixation procedures, as described elsewhere [39]. Briefly, the samples were fixed for 24 h in 2.5% glutaraldehyde in 0.1 M phosphate buffer (pH = 7.4). NaCl was added to the fixative to maintain osmolarity. Samples were washed three times with 0.1 M phosphate buffer and decreasing NaCl concentrations to avoid the collapse of cell structure due to osmotic shock. After washing, samples were post-fixed in 1% aqueous solution of osmium tetroxide for 1 h at 4 °C and embedded in Agar 100 resin (Structure Probe, Inc Supplies, West Chester, PA, USA). Ultrathin sections were contrasted with 1% aqueous solution of uranyl acetate and saturated solution of lead citrate in 0.1 M NaOH prior to observation with a CM 100 transmission electron microscope (Philips, Eindhoven, The Netherlands). To assess the ultrastructural differences in the cell wall composition between cells grown in different conditions of salinity, 50 cell wall measurements were performed per group. All measurements were performed on perpendicular cross-sections of comparable-sized hyphae by using Digital Micrograph software v2.11 (Gatan Inc. Pleasanton, CA, USA) and statistically evaluated by Student’s *t*-test.

### 2.9. Quantification of Compatible Solutes

For the determination of glycerol and trehalose in salt-adapted cultures of *A. sydowii*, the fungus was cultured for 7 days at 150 rpm and 28 °C in 250 mL flasks containing 100 mL of Vogel’s medium (without NaCl (No NaCl) and with 0.5 M NaCl or 2.0 M NaCl) supplemented with 2% glucose as the carbon source. The mycelium was collected by filtration through a 40 μm cell strainer and dried in an oven at 60 °C. Compatible solute extraction for HPLC analysis (Waters 600, Milford, MA, USA) was performed as previously described with minor modifications [40]. Briefly, 100 mg of dried mycelium was suspended in 3680 μL of chloroform:methanol:water solution (10:5:3.4) and stirred vigorously for 30 min. After that, 433 μL of chloroform and 433 μL of demineralized water were added, and the suspension was incubated for 30 min with stirring. The samples were centrifuged at 5500× *g* for 10 min for phase separation. The upper methanol:water phase was transferred to a 15 mL falcon tube and stored at −20 °C. The HPLC analysis was performed in an isocratic system with an AMINEX-HPX87H column (Bio-Rad, Munich, Germany, 300 mm × 7.8 mm) at 50 °C. Fifty microliters of each sample were injected, and 5mM sulfuric acid was used as the mobile phase at a flow rate of 0.8 mL/min. Glycerol and trehalose standards with an initial concentration of 5 mg/mL were used to construct calibration curves. Chromatogram analysis was performed using ChromQuest software version 2.51 (Thermo de Quest, Thermo Fisher Scientific, Waltham, MA, USA).

### 2.10. Data Availability

Sequencing short read data and processed data were deposited to SRA database under accession number GSE139804, BioProject PRJNA587059. All scripts used for the analysis of high-throughput sequencing data are available from the authors upon request.

## 3. Results and Discussion

### 3.1. Identification of a Terrestrial Isolate of Aspergillus sydowii

The strain BMH-0004 was isolated from a sugarcane bagasse fermentation with 2.0 M NaCl and a posterior screening on a solid medium with carboxymethylcellulose at 0.5 M NaCl [20]. This strain was initially classified as *Aspergillus caesiellus* by a polyphasic identification based on: (i) molecular markers (ITS, SSU, and LSU); (ii) micromorphological traits of the colonies, such as shape, size, and grouping of conidiophores and hyphae; and (iii) macromorphological aspects, such as exudates and pigmentation. Although none of the listed molecular markers rendered a resolved phylogram, the authors identified the strain as *A. caesiellus*, primarily based on micromorphology.

Since the sequences of different parts of rRNA genes did not provide a clear classification of this fungus, additional DNA barcoding markers were used. Although ITS, SSU, and LSU are commonly utilized as primary fungal markers, within the *Aspergillus* genus, secondary markers are necessary to ascertain species level with higher confidence [21,41]. Therefore, *benA*, *cam*, and *rpb2* phylogenetic markers were also amplified to aid with identification. The reconstructed phylogeny with these markers showed that strain BMH-0004 is closely related to *A. sydowii*, *Aspergillus* section *Versicolores* [42], and is relatively distant from *A. caesiellus* (Figure 1 and Supplementary Figure S1), which is a member of *Aspergillus* section *Restricti* [43]. In comparison to the *A. sydowii* type strain CBS 593.65, all obtained nucleotide sequences of the strain BMH-0004 were highly similar: 100% identity in *benA* and 99 % in *cam* and *rpb2*.

The morphology of this strain confirmed the characteristics of *A. sydowii* (Bain. and Sart.) Thom and Church [10]. It is mostly bluish-green and produces brown soluble exudates and brown soluble pigments when growing on CYA (Figure 2). Growth on other culture media used for *Aspergillus* identification is in accordance with *A. sydowii*. Additionally, microscopic parameters, like biseriate aspergilli, spathulate to subclavate vesicles measuring 10–20 μm, and cylindrical short neck phialides, 5–7 × 3 μm, as well as conspicuously spinose conidia of diameter 3–4 μm, are corresponding. The strain BMH-0004 could grow on solid and in liquid media without NaCl, but its optimal growth was detected when salinity ranged between 0.5 M and 1.0 M NaCl. The maximum tolerated salinity was 2.0 M NaCl when grown on glucose (unpublished data) and complex substrates (carboxymethylcellulose or wheat straw) [20].

### 3.2. Thriving and Enduring Require a Different Set of Adaptations

Most studies on halophile physiology have been conducted in settings where the cells are exposed to hyperosmotic stress [14]. Under such circumstances, the physiological responses can be largely influenced by cellular stress-protective mechanisms. Actually, the clustering of expression level profiles of the transcriptomic data (Supplementary Figure S2) showed that the *A. sydowii* transcriptomes of the fungus growing without NaCl or at 2.0 M NaCl (nonoptimal conditions) were more similar to each other than to the transcriptome at the optimum salinity (0.5 M NaCl). This suggests that the expression profile under nonoptimal conditions is driven by stress-related responses, which include a global upregulation of central catabolic and secondary metabolism transcripts and substrate-degrading enzymes (Figure 3). 

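Over the 8 libraries, profiles without NaCl and at 2.0 M NaCl were at a mean distance of 1.99 ± 0.30 (SD, 9 pairs of libraries) in log2 CPM. Those at 0.5 M NaCl were at 2.75 ± 0.11 (SD, 6 pairs) from No NaCl and at 2.78 ± 0.09 (SD, 6 pairs) from 2.0 M NaCl. Within conditions, the mean distance was 1.39 ± 0.13 (SD, 3 pairs) without NaCl and 1.93 ± 0.41 (SD, 3 pairs) at 2.0 M NaCl, and the single pair at 0.5 M NaCl was 2.59 apart. The distance between the libraries of 0.5 M NaCl was thus nearly as large as their distance from the other conditions, and the distance between No NaCl and 2.0 M NaCl was within the spread of the 2.0 M NaCl replicates. That spread came from 2.0 M NaCl replicate 1, the shallowest library. Computed with all 9 libraries, it lay at 2.175 and 2.145 from replicates 2 and 3, which were 1.456 apart. These 2 lay at 1.578 to 2.045 from the libraries without NaCl, farther than from each other. Among the transcripts with a mean of at least 100 CPM, a set chosen after the data were seen, the pair at 0.5 M NaCl was 1.03 apart, against a mean of 1.49 to No NaCl and 1.52 to 2.0 M NaCl. The mean distance of 0.5 M NaCl from the rest exceeded that between No NaCl and 2.0 M NaCl by 0.776 (one-sided exact permutation test over 560 relabellings, p = 0.0357). With all 9 libraries, the excess was 0.558 (one-sided exact permutation test over 1680 relabellings, p = 0.0286). In 200 simulated sets of unchanged groups with the real library sizes, 11.0% had a permutation p under 0.05, so that these p-values are too small. The test with 8 libraries has a further limit. Replicate 1 of 0.5 M NaCl had been left out because of its clustering, and the relabellings do not repeat that choice, so the result partly restates it. Among the transcripts with at least 2 CPM in every one of the 8 libraries, the excess was 0.141 (exact permutation test, p = 0.0607). From the similarity of the transcriptomes without NaCl and at 2.0 M NaCl, the paper proposes that expression under nonoptimal conditions is driven by stress-related responses.

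**Figure D2:**
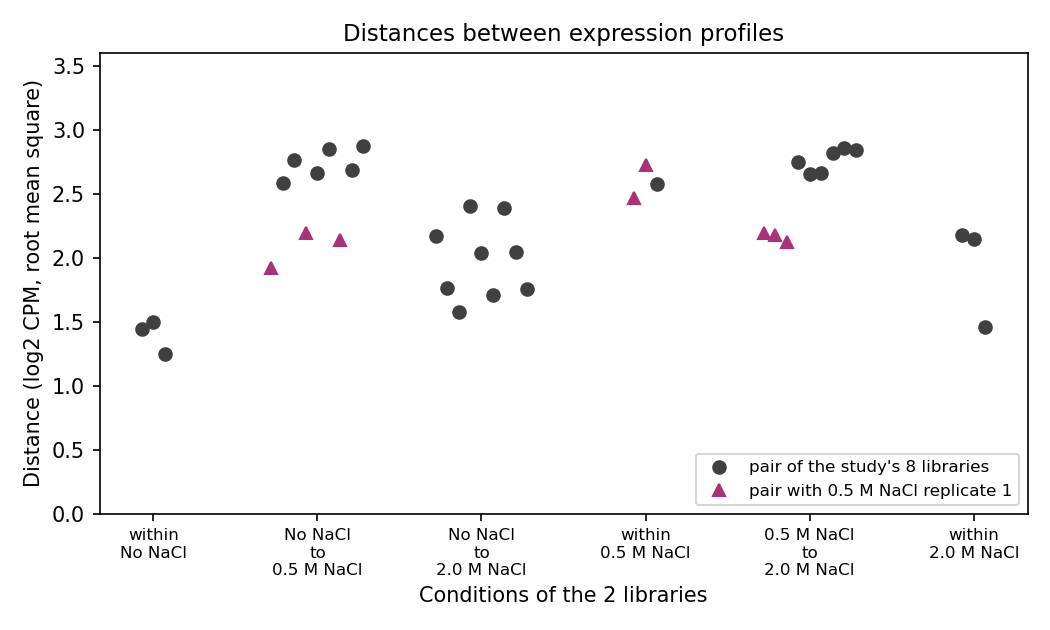
Distance between the expression profiles of each pair of libraries (vertical axis, root mean square difference in log2 CPM, computed with all 9 libraries) by the conditions of the pair (horizontal axis). Circles are pairs of the 8 libraries the paper uses and triangles are pairs with 0.5 M NaCl replicate 1, whose distances to the other 2 conditions lie below those of replicates 2 and 3.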

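At 0.5 M NaCl, 732 transcripts differed from No NaCl in the 8 libraries, 75 higher and 657 lower. Of the 657, 563 had 0 counts in both libraries at 0.5 M NaCl, so that the size of their fall is not determined. At 2.0 M NaCl, 3 transcripts differed from No NaCl, 2 higher and 1 lower, while 2187 had an unadjusted p under 0.05. With 0.5 M NaCl replicate 1 included, 24 transcripts (1 higher and 23 lower) were called at 0.5 M NaCl and 5 (3 higher and 2 lower) at 2.0 M NaCl. Leaving out a library because it lay apart from its replicates can by itself raise the number of calls. The number of calls at 0.5 M NaCl also changed strongly when single libraries without NaCl were left out. Leaving out No NaCl replicate 2 or replicate 3 gave 0 calls, with 3693 and 3763 transcripts at an unadjusted p under 0.05, and leaving out replicate 1 gave 145. Without 2.0 M NaCl replicates 1, 2 and 3, which are not in this comparison but enter the filter, the normalization and the shared spread, there were 1609, 283 and 205. Leaving out No NaCl replicate 2 or 3 also took 2.0 M against 0.5 M NaCl, where neither is compared, from 894 to 1 and 41 calls. The drop to 0 therefore does not show that the calls rested on the expression in those libraries. At 2.0 M NaCl, 16 transcripts were called without No NaCl replicate 1, and 0 without No NaCl replicate 2 or replicate 3, where 1227 and 1265 had an unadjusted p under 0.05. The other libraries left out in turn gave 1 to 7 calls. The largest rise in the count came with DESeq2 and 1 RUVr-type factor of unwanted variation, chosen after the data were seen. It called 4009 transcripts at 0.5 M NaCl and 823 at 2.0 M NaCl. DESeq2 alone called 653 at 2.0 M NaCl, 304 higher and 349 lower, but in simulated counts it also called 131 unchanged transcripts. With edgeR at 2.0 M NaCl, sums over Trinity genes gave 120 calls and other normalizations 2 to 5. Requiring 2 CPM in every library, which by itself removes transcripts at 0 counts, gave 114. At 0.5 M NaCl it gave 119 higher and 139 lower.

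Across transcripts, which are not independent replicates, the log2 fold changes at the 2 salinities had a Pearson correlation of 0.254. Since both use the same No NaCl libraries, unchanged groups also correlate, and in 20 simulations of such groups the correlation was 0.389 to 0.421. With 9 libraries it was 0.345, against 0.468 to 0.50 in simulations. A single transcript (1) was called in the same direction at both salinities, and 0 in opposite directions. With DESeq2 there were 180 in the same and 32 in opposite directions, and with the RUVr-type factor added 302 and 45. Sums over Trinity genes gave 36 and 1.

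The 2 transcripts that rose at 2.0 M NaCl were c21877_g1_i1 and c12973_g1_i1. The first had 274 ± 75.0 CPM (SD, n = 3) at 2.0 M NaCl, 3.49 ± 1.61 CPM (SD, n = 2) at 0.5 M NaCl and 2.99 ± 0.946 CPM (SD, n = 3) without NaCl, a log2 fold change of 6.51 between 2.0 M NaCl and No NaCl (standard error 0.46, adjusted p = 0.00988 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The second had 96.2 ± 18.7, 8.83 ± 3.75 and 1.71 ± 0.974 CPM at 2.0 M, 0.5 M and No NaCl, a log2 fold change of 5.79 (standard error 0.58, adjusted p = 0.0475 from the same edgeR test). In the left-out library at 0.5 M NaCl they had 15.4 and 20.7 CPM. The transcript that fell, c4593_g1_i1, had 5.82 ± 2.21, 36.5 ± 3.34 and 213 ± 35.7 CPM at 2.0 M, 0.5 M and No NaCl, and 37.8 CPM in the left-out library. Its log2 fold change was -5.21 (standard error 0.41, adjusted p = 0.0109 from the same edgeR test). It is 1 of 2 isoforms of its Trinity gene, between which counts could be split. The calls of c21877_g1_i1, c12973_g1_i1 and c4593_g1_i1 were kept in 23 of 27, 13 of 25 and 20 of 26 alternatives, with adjusted p up to 0.0818, 0.240 and 0.106.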

Salinity-related responses differed between both salinity conditions. Under optimal salinity (i.e., 0.5 M NaCl), the fungus increased the expression of cation transport systems, presumably to maintain cellular ionic balance, but no other salinity related GO was enriched in this condition. Additionally, the energy strategy of the cells shifted towards an increase of the transcripts coding for solute transporters and a reduction of the transcripts for substrate degradation enzymes (Figure 3). In the case of hyperosmotic stress, cation transport systems are not pivotal (and indeed, the number of differentially expressed genes decreased when compared to 0.5 M NaCl), as the main challenge was osmotic, and therefore, the fungus overexpressed several transcripts associated to the remodeling of the fungal cell wall. The seemingly different strategies to cope with salinity lead to the question of whether some of the mechanisms described for halophiles are a consequence of saline stress and may not occur under optimal saline conditions. The main salt-response mechanisms described in other microorganisms are present in *A. sydowii*, although some differences were observed as well, and are discussed below.

### 3.3. Membrane and Cell Wall Are the Main Defenses under Saline Stress

In *A. sydowii*, there were no major changes in the transcription of genes involved in modifying the plasma membrane composition, a mechanism described as a response to salt in halotolerant fungi [45,46]. While the number of differentially expressed genes in the corresponding GO category was not significant, overexpression of two genes was observed: a Δ12-fatty acid desaturase at 2.0 M NaCl (logFC _2.0 M NaCl vs No NaCl_ = 2.12) and a methyl-sterol monooxygenase at 0.5 M NaCl (logFC _0.5 M NaCl vs No NaCl_ = 2.29). The overexpression of the former would imply an increase in unsaturated lipids, while the latter is involved in the ergosterol synthesis pathway. The action of these enzymes possibly increases membrane fluidity, which was observed previously in the extremely halotolerant black yeast *Hortaea werneckii* and the halotolerant black yeast *Aureobasidium pullulans* [45].

Transcriptional changes of genes associated with construction, deconstruction, and remodeling of the fungal cell wall suggest that, in *A. sydowii*, this structure is extensively modified in salinity conditions (Figure 3). The current model of the cell wall in *Aspergillus* describes that chitin, a linear polymer of β-1,4-*N*-acetyl-glucosamine, is located nearest to the cell membrane and cross-linked to α(1-3)-glucans forming a rigid hydrophobic core surrounded by cross-linked β(1-3)-glucans [47,48,49]. Covering this stiff region, a second layer of more hydrated β-glucans can be found. Finally, the outermost region of the cell wall is composed of mannan, arabinan, α(1-3)-glucans, and proteins [49].

The amount of chitin in cell walls is a function of its synthesis and degradation. Chitin synthases (CHS) are membrane proteins that polymerize intracellular UDP-N-acetyl-glucosamine and extrude the chitin polymer to the cell wall space. In *A. fumigatus*, eight CHS (*chsA*–*G*) genes have been identified, but their specific biological roles are still unclear, as deletion of many of these genes had no observable effect on growth or chitin content in the cell wall [50]. In *A.sydowii*, at least 11 different transcripts encoding eight chitin synthases genes (*chs*) were identified, but only one of these was strongly downregulated (logFC _2.0 M NaCl vs No NaCl_ = −3.18) when growing in the presence of salt. Nonetheless, the cumulative transcription level of all *chs* genes did not change significantly, suggesting that chitin synthesis is not affected (Figure 4A). Additionally, transcripts involved in the remodeling or modification of chitin/chitosan fibers, such as the *alg1* and *nodB* genes participating in mannosylation and deacetylation, were not differentially expressed. Instead, the endochitinase (*chi*) and chitotriosidase (*chit*) transcripts levels were upregulated when the fungus grew in 2.0 M NaCl, which may result in an overall decrease of the chitin and chitosan content in the cell wall.

As shown in *A. fumigatus*, *chsE* and *chsG* deletion mutants displayed substantial changes in growth, hyphal morphology, conidiation, and chitin content, with a decrease in chitin being counterbalanced by an increase in α(1,3)-glucan [51]. Interestingly, the upregulation of transcripts involved in the synthesis and modification of β-glucans in *A. sydowii* suggested that, in response to salinity, the increase in β-glucans was more pronounced than that of α-glucans (Figure 4B).

The cell wall of *A. fumigatus* is mainly composed of β(1,3)-glucans and α(1,3)(1,4)-glucans. The β (1,3)-glucan is synthesized as a linear polymer by the FKS1 synthase complex, while the extruded chains can be transferred to extend existent β(1,3)-glucan or to GPI-anchored proteins that link cell wall polysaccharides to the cell membrane. Four families of GPI-anchored proteins (ECM33, GEL1-7, CRH1-5, and DFG1-7) were found to be common to all fungi [52,53]. Genes from three of these families were upregulated at the highest salinity in the *A. sydowii* transcriptome, indicating the importance of cross-linkage modifications for maintaining cell wall integrity during osmotic stress, as discussed below.

ECM33 proteins are involved in the correct assembly of the cell wall β(1,3)-glucan and the mannoprotein layer [54]. Several mutants of the *ecm33* gene display increased sensitivity to a variety of stress conditions, such as oxidative agents, fungicides, cell wall perturbing agents, and osmotic and ionic imbalances [55,56]. ECM33 are assumed to participate in the crosslinking of β(1,3)-glucans to other cell wall components, although their precise biochemical function and their role in cell wall dynamics are not fully understood. The cumulative expression level of *ecm33* genes in *A. sydowii* was almost two times greater at 2.0 M NaCl than at the other two tested conditions, which indicates they favor the fungus’ stress tolerance.

The CRH glycosidases are responsible for transglycosylation, forming chitin-glucan linkages [57]. In Δ*crh* mutants of *Saccharomyces cerevisiae*, the chitin fraction is completely devoid of linkages to β-glucans [57]. Deletion of *crh* genes in *Candida albicans* increases the elasticity of the cell wall, reducing survival during osmotic shock, while overexpression of one *crh* gene has an osmoprotective effect [58]. Such protection might also happen in *A. sydowii*, where a CRH homologue gene (*crf*) was overexpressed at 2.0 M NaCl (logFC _2.0 M NaCl vs No NaCl_ = 1.23) (Figure 4B).

Finally, the GEL family of glucanosyltransferases is the most studied among cell wall-associated proteins, and its members are present in a relatively high amounts in fungal cell walls. Their function is to cleave the newly synthesized linear β(1,3)-glucan and transfer it to another β(1,3)-glucan molecule, resulting in elongation or shortening of the glucan fibers. GEL proteins also regulate the cross-linking of proteins into the cell wall, therefore allowing the correct assembly of cell wall structures [59]. In *A. fumigatus*, seven *gel* genes have been identified, of which only three (*gel1*, *gel2*, and *gel4*) are expressed during mycelial growth [50,60]. In this fungus, *gel4* is an essential gene [60], whereas Δ*gel2* mutants have reduced growth, and *gel1* deletion has no evident effect on morphology [61]. In *Neurospora crassa*, individual deletions of *gel* genes do not influence stress sensitivity [59], indicating that there is higher redundancy in their function than in *A. fumigatus*. Noticeably, if the function of GEL proteins is abolished—with a triple mutation in *N. crassa* [59] or a single mutation of the GEL homolog gene *gas1* in *S. cerevisiae* [62]—the chitin content in the cell wall is increased. This could be a compensatory mechanism to restore the rigidity of the cell wall, indicating a balancing effect between β(1,3)-glucan crosslinking and chitin production. In *A. sydowii*, the same balancing effect can be observed. At 2.0 M NaCl, chitin content should be lower due to increased chitin degradation, which is compensated by β(1,3)-glucan cross-linking as a result of higher GEL expression.

Our results indicate that, under hyperosmotic stress, the chitin content is reduced, while the content of β-glucans either increases or they are rearranged in the cell wall mesh. As evidenced in other organisms, these modifications (including the increased cross-linkage) generate a reduction in cell wall elasticity that allows resistance to external insults. Ultrastructural analysis of *A. sydowii* supported this notion, showing that the cells grown in 2.0 M NaCl exhibit significantly thicker cell walls compared to the other two investigated conditions (Figure 4C). Furthermore, the cell walls of the hyphae under hyperosmotic stress showed a distinctive lamellar structure when compared to the more uniform cell wall structure in the cells growing in 0.5 M NaCl or without salt (Figure 4D).

### 3.4. Coating for the Occasion

One of the novel halophilic strategies described in fungi is the production of hydrophobins (HFBs), which have been observed in both basidiomycete and ascomycete model fungi when growing in high salinity. HFBs are small extracellular proteins produced exclusively by filamentous fungi, which means that even yeasts do not contain genes for these proteins. HFBs self-assemble at hydrophobic-hydrophilic interfaces and have been associated with the morphogenesis of aerial hyphae and the adhesion of hyphae to hydrophobic surfaces [63]. The abundance of HFB-encoding genes in some fungal genera and the few studies on their physiological role suggests that HFB could fulfill additional functions besides those currently known.

Individual species of filamentous fungi usually contain between two and seven HFB genes [64]. In the genome of the obligate halophilic *Wallemia ichthyophaga*, there are 26 HFB genes, more than twice the number found in related species of the genus. At the low-salinity growth limit of this species (10% NaCl), eight HFB genes are overexpressed, while four are overexpressed at high salt concentrations (30% NaCl) [65]. Another interesting feature of HFB from halophilic fungi is that they have a higher percentage of acidic residues than their homologs in nonhalophilic fungi, which is a characteristic found also in other proteins from extremophilic archaea [65]. This suggests that HFB could have a relevant role in the mycelial growth under halophilic conditions, which is why the term “halophilic hydrophobins” was coined [66], but this is still to be proven.

Particularly in the genus *Aspergillus*, the estimated number of HFB per species is between six and 10, with an average of nine [67]. In the *A. sydowii* transcriptome, we identified four HFBs (*sih1-4*), fewer than in some other members of the genus. Of these, only three (*sih1*, *sih2*, and *sih3*) were completely represented in the sequenced genome of *A. sydowii*. In the genomic locus corresponding to the *sih4* transcript, there is a truncated version of the gene that codes for a protein product with only four cysteine residues. As this transcript was highly expressed when the fungus was grown without NaCl, we cloned the *sih4* coding sequence from cDNA and confirmed that the transcript corresponds to a complete HFB gene (data not shown). This gene might have been lost (or repurposed) during the migration of *A. sydowii* from the terrestrial to the marine habitat, which has been previously proposed as a mechanism of evolution of HFB genes in the ascomycete family of Hypocreales [68]. It also agrees with the findings that gene loss is more abundant in highly polymorphic gene families, because these do not fulfill essential functions for cell viability [69].

The main conserved characteristic of hydrophobins is the presence of eight cysteines with a relatively conserved spacing between them. This pattern was also present in the HFB sequences identified in the transcriptome (Table 1). According to the proposed classification based on cysteine spacing, only SIH2 could be classified in Class I. However, the Kyte-Doolittle hydropathy profile indicates that all sequences belonged to Class I (data not shown). *A. sydowii* hydrophobins do not have a high proportion of acidic residues, as observed for their orthologues in the halophilic *W. ichthyophaga*, and their pI values do not distinguish them from their counterparts in nonhalophilic fungi (Table 1).

Relative expression values (TPM) indicated that only *sih1*, *sih2*, and *sih4* were expressed under the culture conditions in which this fungus grew, whereas the levels of *sih3* were close to zero (Figure 4E). Relative quantification by qPCR confirms that *sih4* was expressed in the absence of NaCl, and its expression was almost abolished under salinity conditions (Figure 4F). On the other hand, *sih1* and *sih2* were expressed in the presence of 2.0 M NaCl, but their transcription levels in 0.5 M NaCl were very low. The differential expression of the HFB-encoding genes of *A. sydowii* suggests that these proteins might function as effectors under stress or nonoptimal growth conditions. Such a hypothesis is not unprecedented, as evidence of this particular function of HFBs has come to light in recent years [70], but their role during stress remains poorly understood. HFBs could facilitate a more dense packing of the mycelium due to increased hydrophobicity [71], thus protecting cells inside the pellet from the external insults. Additionally, more hydrophobic hyphae or spores would spread more efficiently in aqueous media, which could constitute an ecological strategy to increase the chances of escape from stressful conditions. These two scenarios do not account for the fact that the fungus expressed different HFBs under different stress conditions, leaving questions about the function of HFBs in hyphae development and stress response for future studies.

### 3.5. Compatible Solutes

Among the most crucial adaptations to salinity in fungi is an increased concentration of intracellular compatible solutes. For example, in *H. werneckii* and *W. ichthyophaga*, glycerol is the most abundant osmolyte, but also, erythritol, arabitol, and mannitol can be found in lesser amounts [40,72]. Similarly, in *A. niger*, glycerol and erythritol accumulate in young mycelium, whereas mannitol and erythritol are the signature compatible solutes in old mycelium [73,74]. In conidia of *A. niger* and *A. nidulans*, trehalose and mannitol have been found [75,76].

As mentioned earlier, in *A. sydowii* BMH-0004 strain, some transcripts associated with the metabolism of osmolytes were differentially regulated in response to osmotic stress. Noteworthy was the expression of genes involved in trehalose synthesis, where α-trehalose phosphate synthase (TpsA) was expressed under both hypo- and hyperosmotic stress (Figure 4H) and trehalose phosphorylase (TrePH) only under hypo-osmotic stress (i.e., without NaCl). Quantification of trehalose in *A. sydowii* shows that this metabolite was produced exclusively when the fungus was grown without NaCl (Figure 4G), indicating that TpsA expression alone cannot ensure trehalose accumulation. While, in *A. nidulans*, trehalose accumulates in response to oxidative and heat stress and during conidiation, the same is not the case for osmotic stress [77].

Conversely, there was an upregulation of genes related to the synthesis and transport of glycerol from the extracellular medium under hyperosmotic stress. This salinity caused an apparent upregulation (statistically significant only at cumulative expression, not at transcript level) of the glycerol-3-phosphate dehydrogenase gene (*gpd*), encoding the rate-limiting enzyme in the pathway of glycerol synthesis. At the same time, the transcription of the genes encoding the STL1 glycerol:H^+^ transporters, which facilitate the import of glycerol into the cells, also increased at 2.0 M NaCl. Glycerol was accumulated only at 2.0 M NaCl and not at the optimal salinity for growth (Figure 4G), indicating that, in *A. sydowii*, it is a signature osmolyte of stress. In many other halotolerant and halophilic fungi, accumulation of glycerol is thought to be mediated by an increase of the *gpd* transcript levels [78], although most studies have been performed exposing the organisms to short-term osmotic shocks. Meanwhile, in the long-term exposure to high salinity, the expression of *gpd* can be similar to nonsaline conditions, leaving the regulation of glycerol concentration to Stl1 transporters [79].

Osmotic stress activates a MAPK signaling pathway known by the name of its principal kinase: HOG (High Osmolarity of Glycerol). The activation of the HOG pathway induces the accumulation of glycerol, arrest of the cell cycle, and reorganization in the actin cytoskeleton, as well as changes in cell wall dynamics [80,81]. In this strain, we found two variants of the MAP kinase *hogA* that could regulate the pathways of adaptation to salinity conditions, but none was differentially expressed in response to salinity. Relative quantification of the main *hogA* gene variant by qPCR confirmed that this kinase is not changing its expression even under hyperosmotic shock (Figure 4F).

### 3.6. Membrane Transporter Expression Is Not Pivotal for Eluding Ion Toxicity

Although not universally, some fungal halophilic strains have a higher number of transport systems—when compared with mesophilic relatives – to regulate the homeostasis of alkali cation levels, as well as the fluxes across the plasma membrane, to eliminate toxic ions such as sodium (Na^+^) [65,82,83]. For this reason, we compared the total number of transporter genes in the genomes of five Aspergilli: the halophiles *A. sydowii* and *A. versicolor*, and the halotolerant relatives *A. nidulans, A. niger*, and *A. fumigatus* (Table 2). The halophiles *W. ichthyophaga* and *H. werneckii* were included as a reference. In the analyzed genomes, the total number of genes encoding AA uptake transporters (Pfam 01490 and 00324); MFS members (Pfam 07690 and 00083); and cation/transporter ATPase exchangers (Pfam 00689, 00690, and 01061) showed striking differences (Table 2). The genomes of *A. sydowii* and *A. versicolor* (halophiles) revealed a higher number of genes encoding APC members, which could have a role in ensuring a rapid uptake of certain amino acids under hypersaline conditions. Osmoregulation at increased salinity in prokaryotes often involves accumulation of amino acids, such as proline and betaines, which could be also the case in halophile fungi growing in rich substrates. The contribution of the APC transporters to halotolerance remains underexplored in filamentous fungi.

Gene expression analysis showed an enrichment of transport-related genes when *A. sydowii* was grown at 0.5 M NaCl but not at 2.0 M NaCl (Figure 3). In total, 137 and 94 transcripts predicted to transport cations according to TCDB/TrSSP analysis were upregulated at 0.5 M NaCl and 2.0 M NaCl against the condition without NaCl, respectively. However, most differentially expressed transcripts are not involved in maintaining the metal cation balance of the cell but are participating in the internalization of sugars, aminoacids, and other solutes resulting from the degradation of the wheat straw. These results, although counterintuitive, are similar to the findings in the halophilic basidiomycete *W. ichthyophaga*, where only three transcripts related to alkali metal cation transporters were overexpressed at different salinities [65]. One possibility is that nonmetal cation transporters, seemingly not related to salinity, are involved in osmotic balance when the fungus is growing optimally. Additionally, the expression level of cation transporting genes was low, which makes it difficult to assure the biological relevance of the estimated differential expression. For example, transcripts from a Na^+^/H^+^ antiporter *nah2* gene had a high logFC _0.5 M NaCl vs No NaCl_ (3.21), but their expression level mean across all conditions was 1.36 tpm.

The *ena2* gene (ATN2), a sodium P-type ATPase commonly associated with salinity adaptations in the yeast *Saccharomyces cerevisiae* and other fungi, was downregulated at 0.5 M NaCl when compared to the conditions without salt or 2.0 M NaCl. This gene was found differentially expressed in *W. ichthyophaga* and *H. werneckii* under high salinity conditions [65]. Our results indicate that, in *A. sydowii*, the expression of *ena2* is regulated by stress signals rather than high concentrations of salt. ENA P-type ATPase family in fungi are functionally different from animal Na^+^, K^+^- ATPases, as they have lower selectivity to cations (i.e., they pump out both alkali cations) [84]. In conditions with low Na^+^ concentrations, the ENA P-type ATPase pumps out K^+^ to maintain the Na^+^/K^+^ ratio, whereas the opposite occurs in hypersalinity conditions. Supporting this notion, the K^+^/H^+^ antiporter *kha1* gene, which presumably extrudes K^+^ from the cell or into intracellular vesicles [85,86], was overexpressed in the condition without salt. Finally, *atc3* and *atc9* genes are other putative P-type ATPases with the same expression profile as the *ena2* gene in *A. sydowii*, suggesting that the fungus actively transport cations under nonoptimal conditions to maintain the Na^+^/K^+^ ratio.

## 4. Conclusions

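Transcripts with a response that was not graded were taken as those where 0.5 M NaCl passed the thresholds of differential expression against both No NaCl and 2.0 M NaCl in the same direction. In the 8 libraries there were 570 of them, 545 lowest and 25 highest at 0.5 M NaCl. In all 3 of the transcripts called between 2.0 M NaCl and No NaCl, the mean at 0.5 M NaCl lay between the means of the other conditions, but this does not show a graded response, since transcripts chosen for a large gap between these conditions leave a wide range between, and no chance value was computed for this or for the counts of the same kind below. For c21877_g1_i1, 0.5 M NaCl did not differ from No NaCl (adjusted p = 0.824 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). By contrast, c4593_g1_i1 passed the thresholds at each step, falling from No NaCl to 0.5 M NaCl and again to 2.0 M NaCl. Its log2 fold changes were -2.54 and -2.67 (adjusted p = 0.0255 and 0.0202 from the same edgeR test). Only the second step passed for c12973_g1_i1, with log2 fold changes of 2.35 and 3.44 (adjusted p = 0.05003 and 0.0291, same test). The steps of c4593_g1_i1 also passed in all 9 libraries (adjusted p = 0.0481 and 0.0457, same test), while those of c12973_g1_i1 did not. With all 9 libraries, 17 transcripts were not graded, all lowest at 0.5 M NaCl, and in 4 of the 5 transcripts called between 2.0 M NaCl and No NaCl the mean at 0.5 M NaCl lay between. Among the transcripts called between 2.0 M NaCl and No NaCl by DESeq2, the mean at 0.5 M NaCl lay between for 318 of 653, and with the RUVr-type factor added for 370 of 823. The share was larger in the other settings with at least 20 calls. It was 334 of 467 for DESeq2 with all 9 libraries, chosen after the data were seen, and 92 of 120 for sums over Trinity genes. It was 89 of 114 with 2 CPM in every library, 46 of 56 without a filter and 36 of 45 with a mean of at least 100 CPM. With limma on abundances it was 32 of 43 and 28 of 33. With 2 CPM in every library, a filter that by itself removes transcripts at 0 in a library at 0.5 M NaCl and so shifts the balance, 60 transcripts were lowest and 41 highest at 0.5 M NaCl. Among those with a mean of at least 100 CPM, a set chosen after the data were seen, 18 were lowest and 8 highest. Without No NaCl replicate 1 the number in the 8 libraries was 108, and without No NaCl replicate 2 or 3 it was 0. Without 2.0 M NaCl replicates 1, 2 and 3 it was 968, 87 and 49. Thinned to equal depth, which was chosen after the data were seen, the 8 libraries gave 206 such transcripts, 187 of them lowest at 0.5 M NaCl.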

By comparing the transcriptomic profiles of *A. sydowii* in three different osmotic conditions, we learned that physiological responses to salinity vary greatly and are not a simple graded effect as the salt concentration of the medium is increased. 

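The direct comparison of 2.0 M NaCl with 0.5 M NaCl called 793 transcripts higher and 101 lower at 2.0 M NaCl in the 8 libraries, and 19 higher and 5 lower in all 9. Without No NaCl replicate 2, which is not in this comparison but enters the fit, 1 transcript was called and 4098 had an unadjusted p under 0.05. Without No NaCl replicates 1 and 3, 389 and 41 were called, and without 2.0 M NaCl replicates 2 and 3, 108 and 65.

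**Figure D3:**
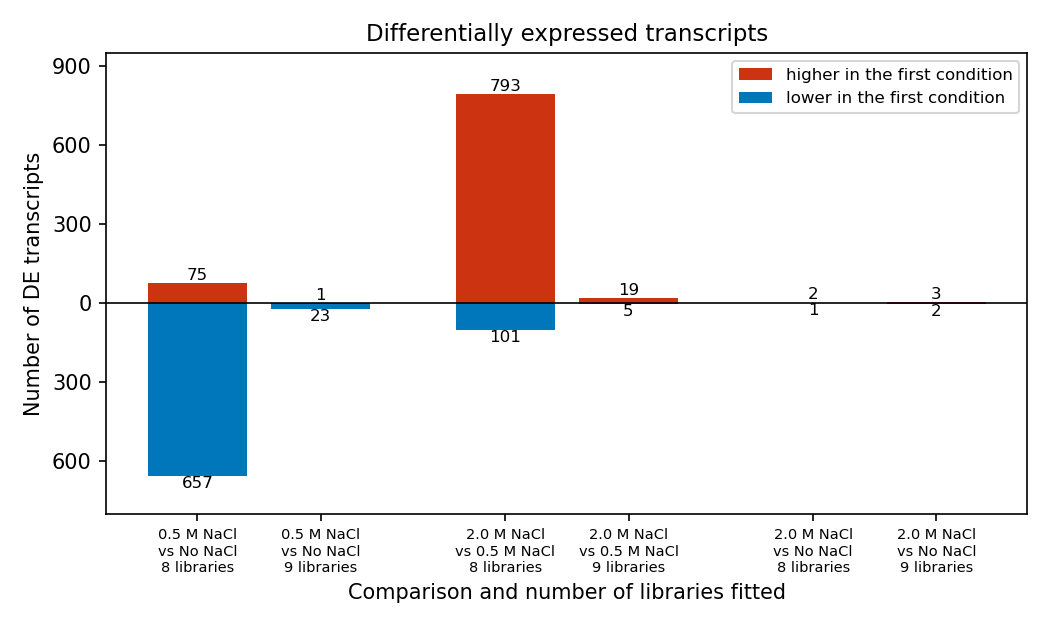
Number of DE transcripts (vertical axis) in each comparison, with the 8 libraries of the paper and with all 9 (horizontal axis). Bars above 0 count transcripts higher in the first condition and bars below 0 those lower. With 8 libraries, 793 were higher at 2.0 M NaCl against 0.5 M NaCl and 657 were lower at 0.5 M NaCl against No NaCl. At 2.0 M NaCl against No NaCl, 2 were higher and 1 was lower.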

In fact, in each condition assayed, the responses could be assumed as a distinct physiological state (Figure 5). When growing without NaCl, the cells of *A. sydowii* seem to be exposed to hypoosmotic stress, which elicits the production of trehalose and the overexpression of a hydrophobin gene (*sih4*) (Figure 4). Stress also triggers an increase in the transcription of genes for substrate degradation and carbohydrate catabolic processes, very similar to the effect in hyperosmotic conditions (i.e., 2.0 M NaCl). Oppositely, at optimal growth circumstances, the biosynthetic metabolic processes are favored, and the strategy of the cell is to increase transport systems for the efficient uptake of nutrients instead of the energy-demanding synthesis of extracellular enzymes. Osmotic balance in this condition is likely achieved by accumulating high energy-containing metabolites, such as mannitol, sorbitol, or arabitol. Only when the osmotic pressure increases up to nonoptimal conditions, the fungus starts to produce glycerol, reshape the cell walls and increase its thickness, possibly changes membrane composition, and produces a different set of hydrophobins (*sih1* and *sih2*).

While most of the mechanisms of adaptation to salinity described to date in eukaryotes are also occurring in *A. sydowii*, these are not taking place concurrently. The adaptations to ensure osmotic balance and avoid ion toxicity when the fungus grows under optimal salinity conditions are not completely understood, as they do not coincide with the halophile adaptations described in the literature. Further experiments should be conducted to identify and understand these adaptations and the effects of different stress signals on modulating the response. Our results indicate that the interpretation of physiological reactions in extremophiles or extremotolerant microorganisms should be addressed differently, as stress can reshape the physiological outcome. In this sense, the strain *A. sydowii* BMH-0004 was a useful model to observe these transitions.

## Figures and Tables

**Figure 1:**
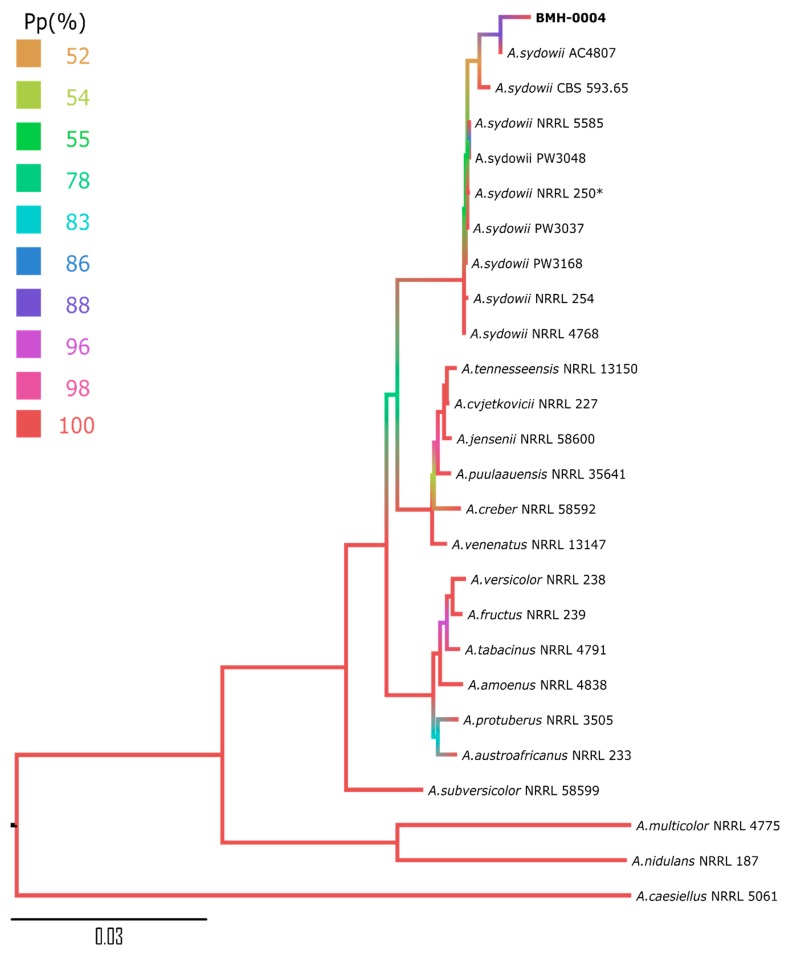
Bayesian phylogram obtained based on the concatenated alignment using an internal transcribed spacer (ITS), *benA*, *cam*, and *rpb2* from strains belonging to *Aspergillus* section *Versicolores* [44]. The color of the branch corresponds to the posterior probabilities (Pp) percentage. The accession number of the genes used for the phylogram is given in Supplementary Table S1. * *Aspergillus sydowii* reference strain [21].

**Figure 2:**
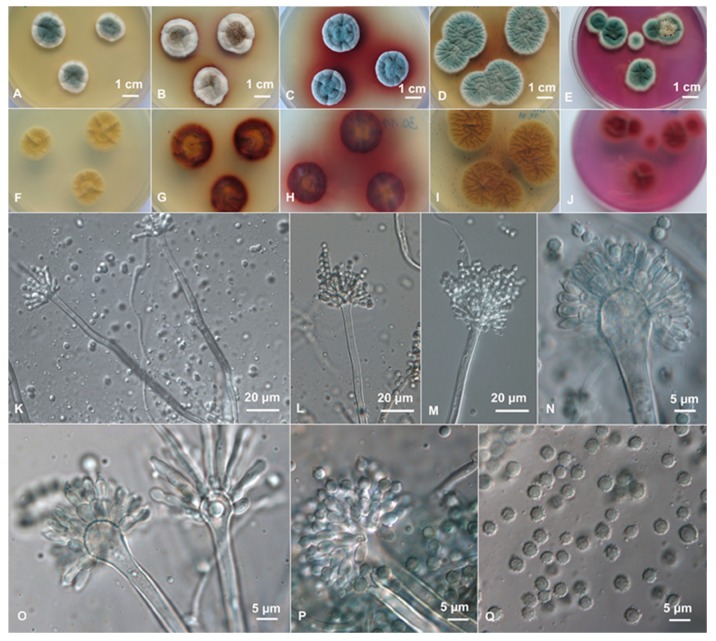
Macro and micromorphology of *A. sydowii* strain BMH-0004. (**A**) malt extract agar (MEA) 25 °C, (**B**) Czapek yeast extract agar (CYA) 25 °C, (**C**) CYA 30 °C, (**D**) CYA with saline (CYAS) 25 °C, and (**E**) creatine-sucrose agar (CREA). (**F**–**J**) Reverses in the same order as (**A**–**E**,**K**–**Q**) Conidiophores and conidia on MEA.

**Figure 3:**
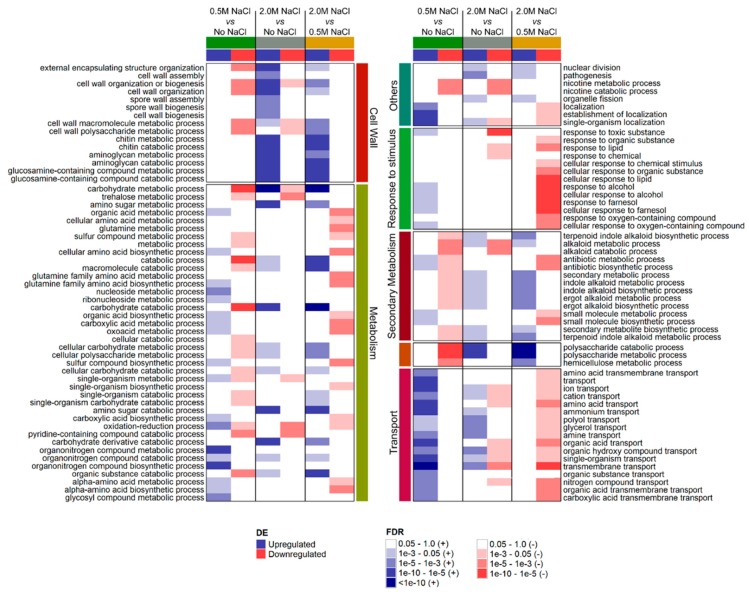
GO enrichment in the sets of differentially expressed (DE) transcripts for each evaluated comparison. False discovery rate (FDR) for the enrichment of each GO term was obtained by over-representation analysis.

**Figure 4:**
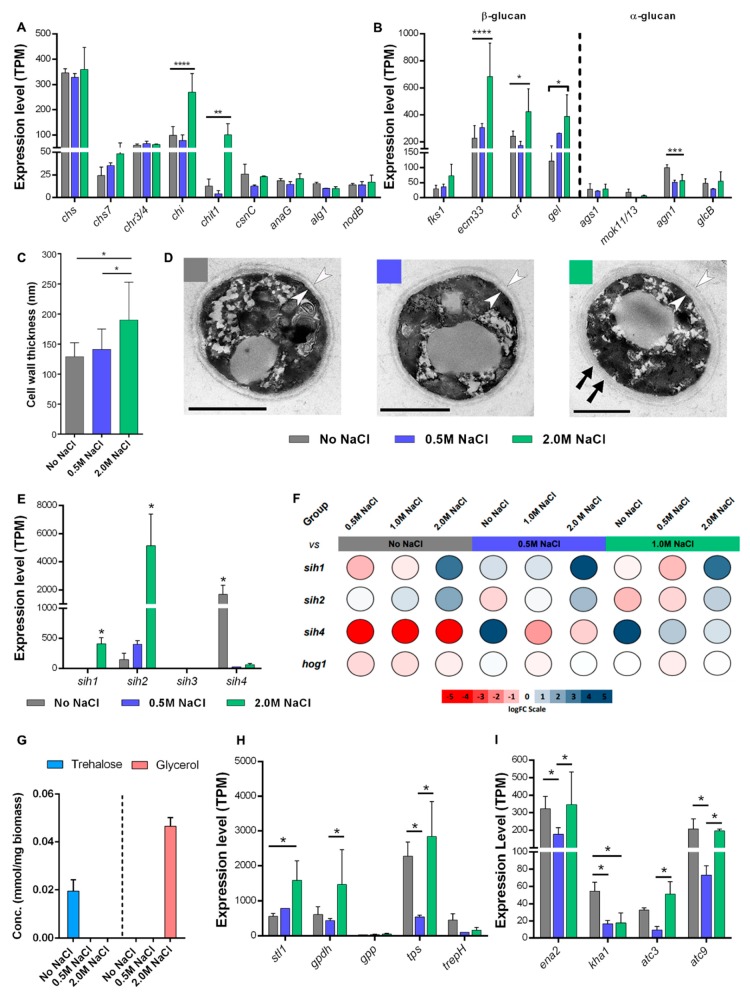
Mechanisms of tolerance to salinity and hyperosmotic stress identified in *A. sydowii*. (**A**) Cumulative expression level of transcripts associated to chitin/chitosan synthesis and degradation. (**B**) Cumulative expression level of transcripts associated to synthesis and degradation of glucans of the cell wall. (**C**) Cell wall thickness of comparable-sized hyphae. Results depicted as the averages and standard deviation of 50 measurements in each condition. Statistically significant differences (* *p* < 0.05) were identified by Student’s *t*-test. (**D**) Ultrastructural analysis of cross-sections of *A. sydowii* hyphae, showing lamellar structure (black arrows) and considerably thicker cell walls (arrowheads) in the samples grown in 2.0 M NaCl. Scale bars = 1 µm. (**E**) Expression levels (TPM) of hydrophobins identified in *A. sydowii* transcriptome. TPM: transcripts per million. (**F**) Relative quantification of *sih1*, *sih2*, *sih4*, and *hog1* gene expression levels by qPCR in cells grown without NaCl (No NaCl) or with 0.5 M, 1.0 M, and 2.0 M NaCl. Biological samples (*n* = 3) were assayed with two technical replicates. Color scale represents the logarithm of the expression fold change. (**G**) Glycerol and trehalose accumulation in the mycelium of *A. sydowii* when growing at different salinities. (**H**) Cumulative expression level of selected transcripts associated to the synthesis and degradation of compatible solutes. See main text for details. (**I**) Cumulative expression level of selected transcripts associated to metal cation transport. See main text for details. Statistically significant differences in (**A**,**B**,**E**,**H** and **I**) (**** *p* < 0.0001, *** *p* < 0.001, ** *p* < 0.01, and * *p* < 0.05) were identified by multiple Tukey’s tests.

**Figure 5:**
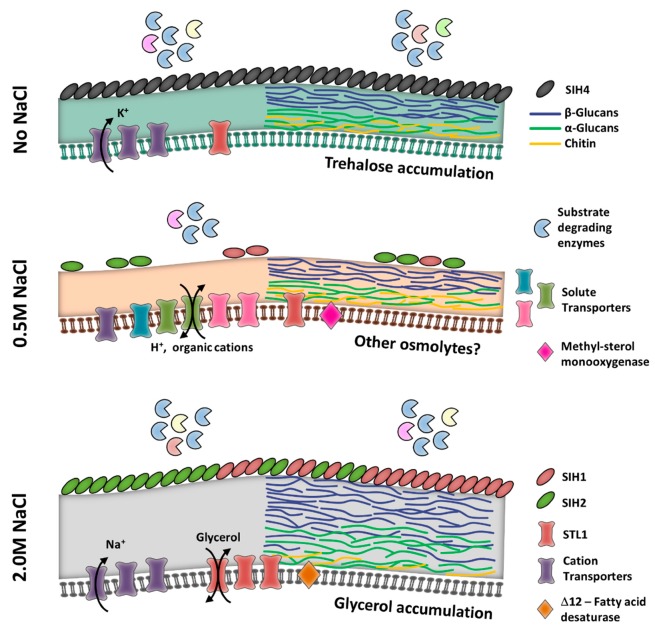
Proposed mechanisms of tolerance to salinity and hyperosmotic stress in *Aspergillus sydowii*. The location of SIH hydrophobins at the cell wall is putative. Cell wall composition was inferred from the expression of genes involved in the synthesis of polymers.

**Table 1:** Sequence properties of hydrophobins from *Aspergillus sydowii* BMH-0004.

Gene	Sequence Properties ^a^				Class	Cysteine Spacing				
	Length	pI	%Basic	%Acidic		C1-C2	C3-C4	C4-C5	C5-C6	C7-C8
*sih1*	129	3.98	5.4	10.9	Unclassified	6	35	19	5	19
*sih2*	137	4.05	3.7	7.3	Class I	7	39	18	5	17
*sih3*	110	4.02	6.4	12.7	Unclassified	5	32	6	5	13
*sih4*	117	3.99	7.7	17.1	Unclassified	6	30	25	8	4

^a^—of mature protein without signal peptide.

**Table 2:** Genomic distribution of transporter families within Aspergilli species *.

Transporter Family	Pfam Number	*A. sydowii*	*A. versicolor*	*A. nidulans*	*A. niger*	*A. fumigatus*	*W. ichthyophaga*	*H. werneckii*
Alkali metal cation/H+ antiporter	PF08619	1	1	1	1	1	0	**2**
Sodium: solute symporter	PF00474	5	**7**	4	4	3	2	6
MFS	PF07690 PF00083	447 171	**452** 164	271 106	335 96	220 83	52 17	342 **178**
Cation transporter/ATPase	PF00690 PF00689	**21** **16**	16 12	13 11	13 7	12 11	7 4	14 9
ABC Transporters	PF01061 PF00664 PF00005 PF06422	21 22 52 16	**22** 31 **75** **20**	18 24 49 14	21 **32** 62 16	15 23 52 12	3 10 20 2	14 **32** 8 10
AA uptake	PF13520 PF01490 PF00324	0 32 86	0 31 **87**	0 13 52	0 22 61	0 16 46	0 9 5	46 **33** 27
V-Type ATPase-I	PF01496	1	1	**2**	1	1	1	**2**
Na^+^/H^+^ exchanger family	PF00999	8	**10**	8	7	7	6	14
Na^+^/Ca^2+^ exchanger family	PF01699	8	7	6	9	7	3	**12**
Cation transporter family	PF02386	6	3	3	4	3	1	**8**

* The highest number of genes in each family is represented in bold.

## Supplementary Materials

The following are available online at https://www.mdpi.com/2073-4409/9/3/525/s1: **Table S1:** NCBI accession numbers of the genes used in the phylogenetic analyses. **Table S2:** Parameters for maximum likelihood trees using PhyML-SMS. **Table S3:** Primer and PCR conditions used in this study. **Figure S1:** Maximum likelihood phylograms based on their specific best substitution models. All the nodes with bootstrap support >50% are indicated at nodes with a circle. * *Aspergillus sydowii* reference strain [21]. **Figure S2:** Effect of filtering out the transcripts with low read counts on gene expression profiles and discrimination between experimental groups by unsupervised clustering (**a** and **b**) and the identification of DE transcripts (**c**).

# Supplementary material for: Stress Reshapes the Physiological Response of Halophile Fungi to Salinity
**Source:** Cells. 2020 Feb 25;9(3):525. doi: 10.3390/cells9030525

## Supplementary Materials

**Table SI.** NCBI Accession number of the genes used in phylogenetic analyses.

| Species                              | <i>tubβ</i> | <i>cam</i> | <i>rpb2</i> | ITS      |
|--------------------------------------|-------------|------------|-------------|----------|
| <i>Aspergillus creber</i>            | JN853980    | JN854043   | JN853832    | JQ301889 |
| <i>A. puulaauensis</i>               | JN853979    | JN854034   | JN853823    | JQ301893 |
| <i>A. tennesseensis</i>              | JN853976    | JN854017   | JN853806    | JQ301895 |
| <i>A. cyjetkovicii</i>               | EF652264    | EF652352   | EF652176    | EF652440 |
| <i>A. jensenii</i>                   | JN854007    | JN854046   | JN853835    | JQ301892 |
| <i>A. venenatus</i>                  | JN854003    | JN854014   | JN853803    | JQ301896 |
| <i>A. versicolor</i>                 | EF652266    | EF652354   | EF652178    | EF652442 |
| <i>A. fructus</i>                    | EF652273    | EF652361   | EF652185    | EF652449 |
| <i>A. tabacinus</i>                  | EF652302    | EF652390   | EF652214    | EF652478 |
| <i>A. amoenus</i>                    | JN853946    | JN854035   | JN853824    | EF652480 |
| <i>A. austroafricanus</i>            | JN853963    | JN854025   | JN853814    | JQ301891 |
| <i>A. protuberus</i>                 | EF652284    | EF652372   | EF652196    | EF652460 |
| <i>A. subversicolor</i>              | JN853970    | JN854010   | JN853799    | JQ301894 |
| <i>A. multicolor</i>                 | EF652301    | EF652389   | EF652213    | EF652477 |
| <i>A. nidulans</i>                   | EF652251    | EF652339   | EF652163    | EF652427 |
| <i>A. sydowii</i> NRRL 250 Reference | EF652274    | EF652362   | EF652186    | EF652450 |
| <i>A. sydowii</i> CBS59365           | EF428373    | EU443971   | NA          | AB267812 |
| <i>A. sydowii</i> NRRL 5585          | JN853936    | JN854039   | JN853828    | NA       |
| <i>A. sydowii</i> NRRL 4768          | JN853935    | EF652385   | EF652209    | EF652473 |
| <i>A. sydowii</i> NRRL 254           | EF652275    | EF652363   | EF652187    | EF652451 |
| <i>A. sydowii</i> PW3048             | LC000545    | LC000558   | LC000571    | AB987900 |
| <i>A. sydowii</i> AC4807             | KJ413350    | NA         | KJ476438    | KJ413376 |
| <i>A. sydowii</i> PW3037             | LC000544    | LC000557   | LC000570    | AB987899 |

**Table S2.** Parameters for Maximum likelihood trees using PhyML-SMS

| Loci                                                                                        | Substitution model | Log-likelihood | Discrete gamma model | Number of categories | Gamma shape parameter | G-Blocks? |
|---------------------------------------------------------------------------------------------|--------------------|----------------|----------------------|----------------------|-----------------------|-----------|
| <i>tubβ</i>                                                                                 | HKY85              | -1198.70048    |                      |                      | 0.331                 | Yes       |
| <i>cam</i>                                                                                  | TN93               | -2613.55927    |                      |                      | 0.35                  | No        |
| <i>rpb2</i>                                                                                 | TN93               | -3494.24192    | Yes                  | 4                    | 0.215                 | No        |
| Concatenated alignment based on 4 loci<br>( <i>tubβ</i> , <i>cam</i> , <i>rpb2</i> and ITS) | TN93               | -10563.49438   |                      |                      | 0.685                 | -         |

**Table S3.** Primer and PCR conditions used in this study.

| Gene/Marker | Primer name  | Sequence                                                                            | Length (nt) | T <sub>m</sub> (°C) | Th(°C) | Conc. (nM) | Purpose                                                                                     |
|-------------|--------------|-------------------------------------------------------------------------------------|-------------|---------------------|--------|------------|---------------------------------------------------------------------------------------------|
| <i>ITS</i>  | ITS1         | TCCGTAGGTGAACCTGCGG                                                                 | 19          | 63                  | 55     | 200        | Phylogeny marker                                                                            |
|             | ITS4         | TCCTCCGCTTATTGATATGC                                                                | 20          | 54                  |        | 200        |                                                                                             |
| <i>rpb2</i> | RPB2-5F      | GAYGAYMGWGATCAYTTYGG                                                                | 20          | 47-61               | 55     | 200        | Phylogeny marker                                                                            |
|             | RPB2-7CR     | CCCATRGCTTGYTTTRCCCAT                                                               | 20          | 55-65               |        | 200        |                                                                                             |
| <i>benA</i> | Bt2a         | GGTAACCAAATCGGTGCTGCTTTC                                                            | 24          | 62                  | 55     | 200        | Phylogeny marker                                                                            |
|             | Bt2b         | ACCCTCAGTGTAGTGACCCTTGGC                                                            | 24          | 66                  |        | 200        |                                                                                             |
| <i>cam</i>  | CMD5         | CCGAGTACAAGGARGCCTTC                                                                | 20          | 58-61               | 55     | 200        | Phylogeny marker                                                                            |
|             | CMD6         | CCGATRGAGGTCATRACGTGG                                                               | 21          | 57-64               |        | 200        |                                                                                             |
| <i>sarA</i> | Fw_qPCR_sar1 | GTTGCGATCCTTTCTCCTACC                                                               | 21          | 56                  | 63     | 500        | qPCR reference gene                                                                         |
|             | Rv_qPCR_sar1 | ACAATTCCGCTAACTTCAGGG                                                               | 21          | 56                  |        | 500        |                                                                                             |
| <i>cox5</i> | Fw_qPCR_cox5 | TCTCTGTCGGCGTTTTCTAC                                                                | 20          | 55                  | 63     | 700        | qPCR reference gene                                                                         |
|             | Rv_qPCR_cox5 | AGAGCGTATTCGTTGGTAGC                                                                | 20          | 56                  |        | 700        |                                                                                             |
| <i>sih1</i> | Fw_qPCR_sih1 | CGTCGATGCTGATGTTCTTAAC                                                              | 22          | 55                  | 63     | 700        | qPCR                                                                                        |
|             | Rv_qPCR_sih1 | ACGGGAATGCAAGGGATG                                                                  | 18          | 56                  |        | 700        |                                                                                             |
| <i>sih2</i> | Fw_qPCR_sih2 | TGTCGGAAACACTGGTAACAG                                                               | 21          | 56                  | 65     | 500        | qPCR                                                                                        |
|             | Rv_qPCR_sih2 | GTGACCTCGTTACAGCAAGAG                                                               | 21          | 56                  |        | 500        |                                                                                             |
| <i>sih4</i> | Fw_qPCR_sih4 | GAGGAAACCCAAGAGTACGAC                                                               | 21          | 55                  | 63     | 700        | qPCR                                                                                        |
|             | Rv_qPCR_sih4 | TGTTGCCTCCGATAAGGTTG                                                                | 20          | 56                  |        | 700        |                                                                                             |
| <i>hog1</i> | Fw_qPCR_hog1 | TCGAGGTAGACATCTGGAGTG                                                               | 21          | 56                  | 63     | 700        | qPCR                                                                                        |
|             | Rv_qPCR_hog1 | ACTGGTTAACGTGGTCTTTCC                                                               | 21          | 56                  |        | 700        |                                                                                             |
| <i>sih4</i> | Fw_sih4      | ATAGAATTCGAGCAGAACTCATC-><br>TCTGAAGAGGATCTGATCGAAGGT-><br>CGTATGCCTTCCTCCGAGCAGGCC | 72          | 79                  | 58     | 200        | <i>sih4</i> cds cloning – Forward primer includes a c-myc tag and a Factor Xa cleavage site |
|             | Rv_sih4      | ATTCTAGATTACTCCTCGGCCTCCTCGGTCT                                                     | 31          | 72                  |        | 200        |                                                                                             |

Abbreviations: **T<sub>m</sub>** – Calculated Melting Temperature of primer, **Th** – Actual Annealing Temperature used in PCR, **Conc.** – Primer concentration in the assay.

**Figure S1.** Maximum likelihood phylograms based on their specific best substitution models. All the nodes with bootstrap support >50% are indicated at nodes with a circle. \**Aspergillus sydowii* reference strain (Samson et al. 2014).

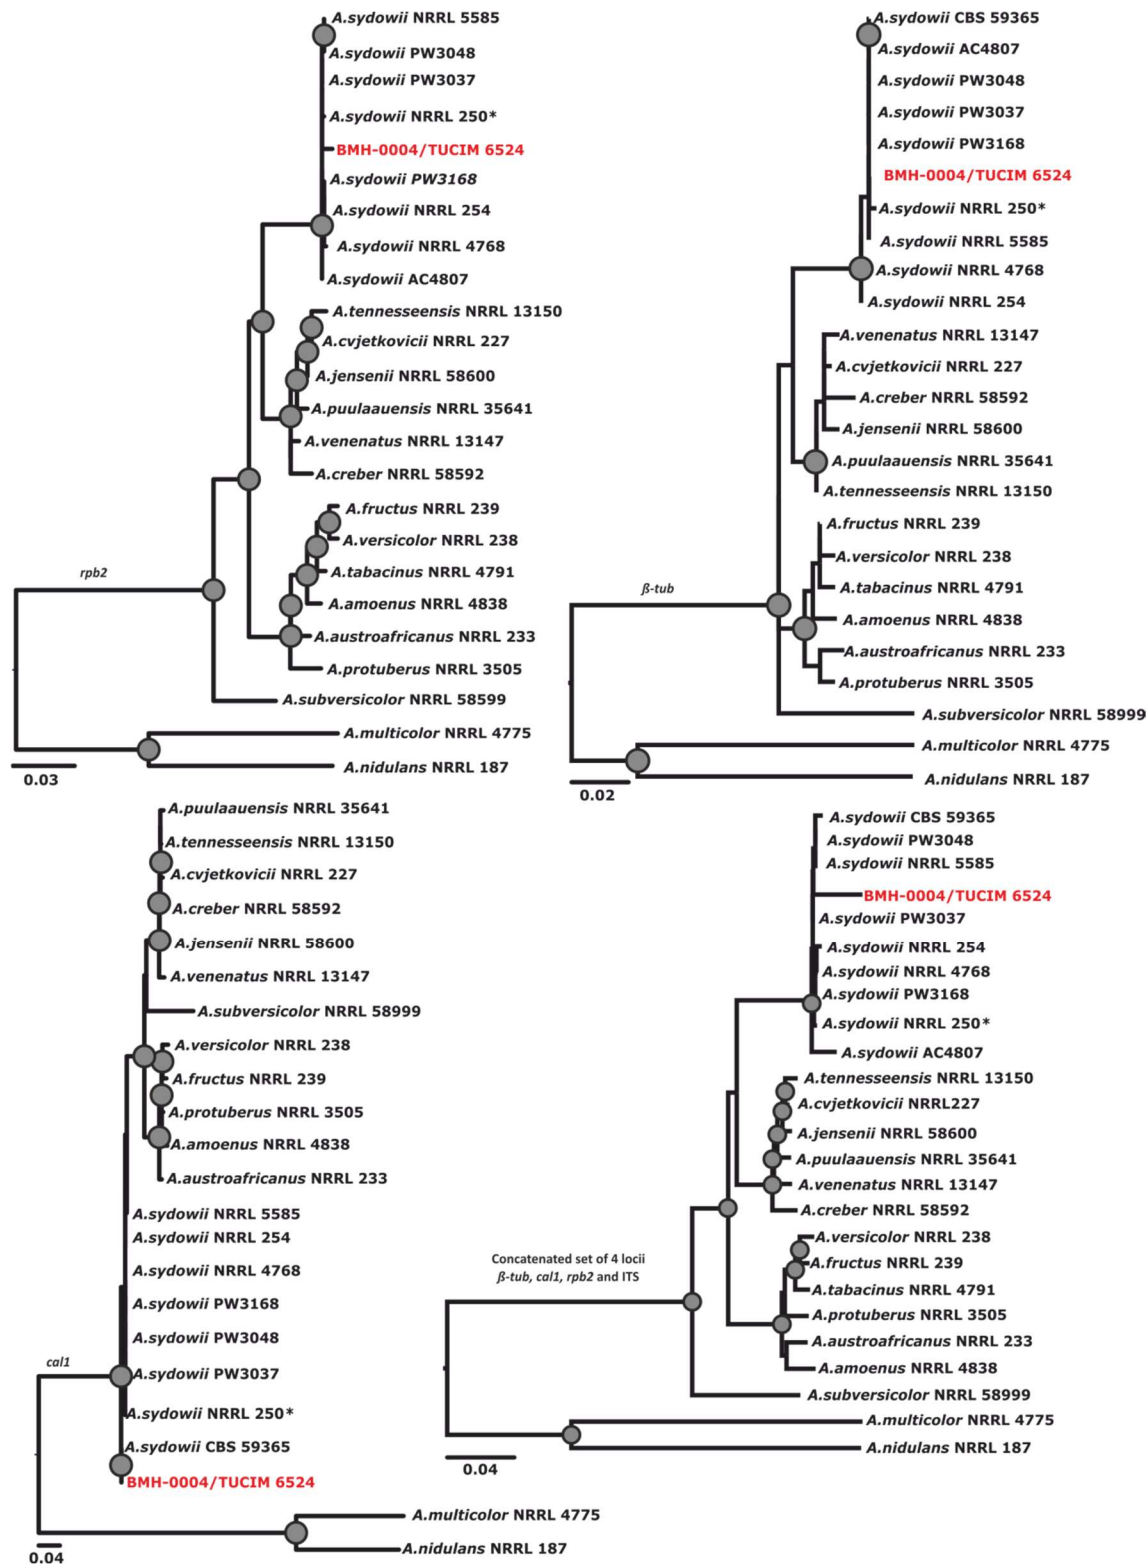

**Figure S2.** Effect of filtering out the transcripts with low read counts on gene expression profile and discrimination between experimental groups by unsupervised clustering (**a** and **b**) and on the identification of DE transcripts (**c**).

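In panels a and b of Figure S2, each column is a library and each line of colour a transcript, darker where its log2 expression is higher, and the tree above the columns joins libraries with similar profiles. Panel a uses all transcripts and panel b those left after the filter on CPM. In panel b, the library of 0.5 M NaCl labelled replicate 1 is joined with replicate 1 of 2.0 M NaCl, apart from replicates 2 and 3 of 0.5 M NaCl, which is how the library left out of the differential expression was identified. Panel c plots the log fold change of each transcript against the mean of its normalized counts, with DE transcripts in red, before and after the filter; its legend does not say which conditions are compared.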

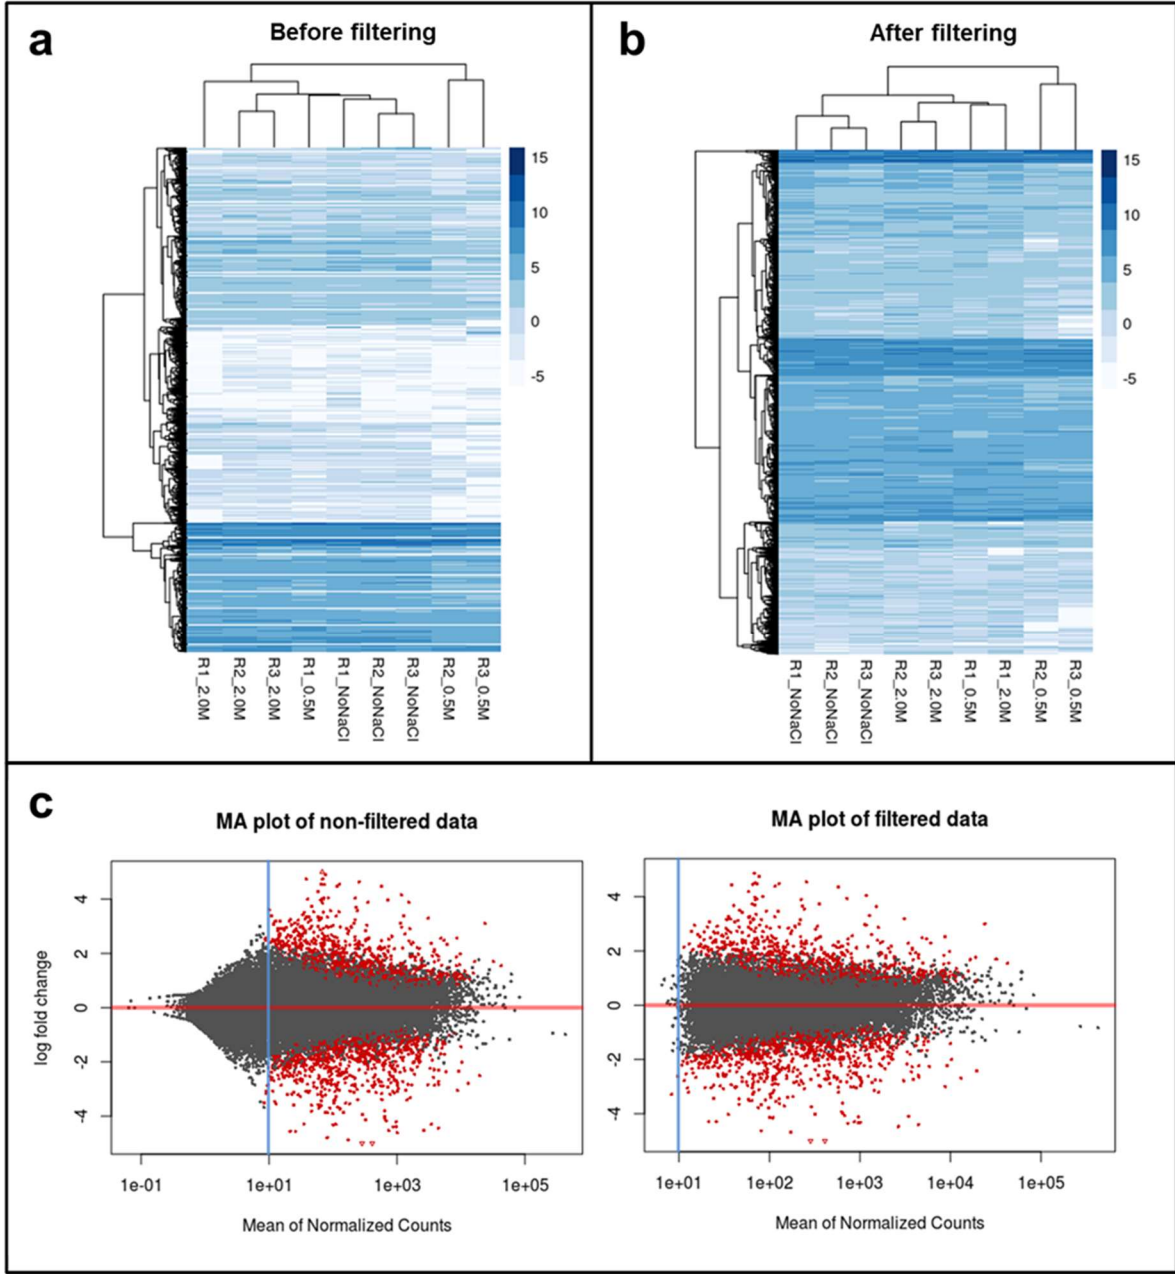

**Supplement:** Supplementary file 1

How the deposited data were processed for this re-analysis (not part of the article)

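In all, 9 libraries of *A. sydowii* RNA were analysed, 3 from cultures without NaCl, 3 at 0.5 M NaCl and 3 at 2.0 M NaCl, all grown for 7 days at 28 °C. Conditions and replicate numbers come from the labels of the libraries and the methods of the paper. The labels give each library another strain number, from BMH-0004 upwards, while the paper names BMH-0004 alone; the strain of the paper was used.

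The authors trimmed the reads at Q20, assembled transcripts with Trinity, mapped the reads to the assembly and quantified them with RSEM on Bowtie2 mappings; SMALT and Samtools are also named, and the paper does not state which mapping the deposited counts come from. The authors deposited estimated counts (expected counts) per transcript, without normalization, and an abundance signal per transcript, also deposited by the authors, which is TPM times one factor per library that is not stated. Over 2619 transcripts with ample counts, the ratio of count to abundance departed from one length per transcript by 0.0696 on the log2 scale at its 99th percentile. The files give no gene names, and 0 of the 37358 identifiers matched the RefSeq gene table of the assembly Aspsy1. Sums of TPM over gene families, enrichment of gene categories and values of named genes were therefore not analysed here.

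From there, estimated counts were rounded to whole numbers. Transcripts with at least 2 CPM in at least 2 libraries were kept, as the paper filters at 2 CPM without saying in how many libraries. Library sizes were normalized by TMM, and the 3 conditions were fitted together in edgeR 4.0.16 (R 4.3.3) over the 8 libraries the paper uses, with no covariate. The quasi-likelihood test with Benjamini-Hochberg adjustment was applied to each pair of conditions, with a transcript called at an adjusted p under 0.05 and an absolute log2 fold change over 2. Distances between libraries used log2 CPM with a prior count of 2, and the profile distance was tested by exact relabelling of the libraries. Named transcripts were chosen by a rule fixed in advance: of the transcripts called between 2.0 M NaCl and No NaCl with a mean of at least 10 CPM and every 2.0 M NaCl library beyond every No NaCl library, the 2 that rose and the 2 that fell with the smallest adjusted p. Only 1 that fell met it.

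Total counts per library ran from 2012708 to 13416655, a ratio of 6.67. At the smallest total, a transcript at 2 CPM has about 4 counts, so absence of a transcript in that library was not read as absence from the culture. The biological coefficient of variation between replicates was 83.0%.

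The tools were tested on simulated counts of 17398 transcripts drawn from the real means, library sizes and dispersions, with 200 transcripts changed by 4 on the log2 scale. Between 3 and 3 libraries, edgeR recovered 69 of them and called 3 unchanged transcripts, DESeq2 1.42.0 recovered 143 and called 131 unchanged ones, and limma 3.58.1 recovered 81 and called 8. With a dispersion of 0.05 in all transcripts, edgeR recovered 99.5% and called 0 unchanged ones. The median estimate was 4.04 with edgeR at the real dispersions. The relabelling test gave p = 0.0286 (exact permutation test) when 3000 transcripts were moved at 0.5 M NaCl, and a p under 0.05 in 22 of 200 runs with unchanged groups.

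Alternatives set before the data were examined were all 9 libraries, each library left out in turn, other normalizations (DESeq2's size factors, upper quartile, library size only), DESeq2, 1 factor of unwanted variation taken from residuals as in RUVr, the replicate number as a block, other filters, another fold change threshold, a test against a fold change, sums over Trinity genes, and limma on log2 of abundance plus 1 or 0.1. DESeq2 with the RUVr-type factor, DESeq2 with all 9 libraries, thinning to equal depth (10 draws) and the transcripts with a mean of at least 100 CPM were added after the data were seen. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15.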

Additional observations from a re-analysis of the deposited data (not part of the article)

How the results depend on the processing

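The numbers of DE transcripts depended strongly on the processing. Counts are given in the order 2.0 M NaCl against No NaCl, 0.5 M NaCl against No NaCl and 2.0 M NaCl against 0.5 M NaCl, then transcripts that were not graded; with the settings used at the claims they were 3, 732, 894 and 570. Where a count is left out of a list below, it was within 1.5 times the value at the claim. Except where stated, the cause of a change was not tested.

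With all 9 libraries the counts were 5, 24, 24 and 17. DESeq2 gave 653, 2691, 2833 and 1836; it also called more unchanged transcripts in simulated counts, 131 against 3 with edgeR. With the RUVr-type factor in edgeR the last 3 counts were 3139, 3003 and 2349. Without a filter there were 56, 475, 530 and 342, and with at least 2 CPM in every library 114, 258, 310 and 101, where transcripts that fell to 0 in any library are removed. DESeq2's size factors in edgeR gave 5 for the first count. With library size only, the second count was 404 and the fourth 361, and the first was 2, 1 in each direction. Upper quartile normalization moved the balance at 0.5 M NaCl against No NaCl from 75 higher and 657 lower to 169 and 569. Testing against a log2 fold change of 1 gave 309, 411 and 254 for the last 3. Sums over Trinity genes gave 120 for the first. limma on log2 of abundance plus 1 gave 43, 1240 and 1352 for the first 3, and with 0.1 in place of 1 it gave 33, 2227, 2522 and 1549.

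Among settings added after the data were seen, DESeq2 with the RUVr-type factor gave 823, 4009, 4082 and 2811, DESeq2 with all 9 libraries 467 and 1112 for the first 2, thinning to equal depth 18, 303, 406 and 206, and the transcripts with a mean of at least 100 CPM, of which 1789 were tested, 45, 99, 85 and 26. Over the settings with at least 20 calls, leaving out none of the 8 libraries, the share of lower calls at 0.5 M NaCl against No NaCl was 53.9% to 95.8%, lowest with 2 CPM required in every library, which by itself removes calls at 0 counts.

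Across the fits that each left out one library, there were 0 to 16, 0 to 1609, 1 to 1254 and 0 to 968 calls in the same order. The lowest values came without No NaCl replicate 2, and without No NaCl replicate 3 the counts were 0, 0, 41 and 0; the highest of the last 3 came without 2.0 M NaCl replicate 1, the shallowest library, and the 16 without No NaCl replicate 1. Beside the counts of 0, at least 1227 transcripts had an unadjusted p under 0.05. With all 9 libraries but 0.5 M NaCl replicate 2 the counts were 2, 4, 4 and 3, and but replicate 3 they were 2, 16, 21 and 14. Leaving out a library of 0.5 M NaCl from the 8 leaves 1 there, so no calls were made in its comparisons.

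With the replicate number as a block, 0 transcripts were called in each comparison and 0 were not graded, while 1657, 3542 and 3370 had an unadjusted p under 0.05. No pairing of the libraries by number was seen. Of the 9 same-numbered pairs from different conditions, 0 had deviations from the condition means that correlated over 0.1 (from -0.05 to 0.10), against -0.13 to 0.13 in the other pairs. A weaker effect shared by same-numbered libraries is not excluded. The deviations of 0.5 M NaCl replicate 1 correlated at 0.0975 with No NaCl replicate 1 and at 0.0828 with 2.0 M NaCl replicate 1.

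Calls shared with and without the filter, in the order of comparisons above, were 614, 2657 and 2804 with DESeq2 and 5, 24 and 24 with all 9 libraries, against 3, 446 and 515 at the claim. The correlation of the 2 salt responses stayed between 0.218 and 0.405 in 25 of 26 alternatives and was 0.487 among the transcripts with a mean of at least 100 CPM. Unchanged groups were simulated only for the settings at the claim and for all 9 libraries, so the other values have no such reference of their own. Leaving out one library gave 0.218 to 0.339.

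The excess distance of 0.5 M NaCl was positive in all 20 alternatives and had p under 0.05 by the exact permutation test in 14 of the 18 that allow a test. The alternatives use the same libraries, and several gave the same exact permutation p = 0.0357 as at the claim, so they are not independent checks. The excess was 0.141 with 2 CPM required in every library, 0.138 among transcripts with a mean of at least 100 CPM and 0.0577 with 1 minus Pearson's correlation as the distance, with exact permutation p up to 0.0857. Leaving out one library gave 0.628 to 0.983, lowest without 2.0 M NaCl replicate 3 (exact permutation p = 0.0524). The number of conditions in one cluster, 1 at the claim, was 2 with Spearman's correlation, with sums over Trinity genes and with thinning, 0 with a mean of at least 100 CPM, and 1 to 2 across the fits that each left out one library.

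For the 3 named transcripts, 22 of 78 alternative values no longer passed the thresholds and 0 changed direction. The sums of TPM over gene families were not run. Depth limits the libraries of 0.5 M NaCl and 2.0 M NaCl replicate 1 most, and a transcript at 0 counts there may still be present: after thinning, 244 of 303 calls at 0.5 M NaCl against No NaCl were lower.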

Differences from the paper's values

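The paper gives no value for a measure computed here, so the differences below concern its statements.

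The paper states in its methods that removing transcripts with low counts lets the libraries cluster by treatment group. Here, 1 of the 3 conditions formed one cluster both before and after the filter. In the alternatives set before the data were examined, 2 conditions did so with 1 minus Spearman's correlation as the distance, with sums over Trinity genes, without 0.5 M NaCl replicate 1 and without 2.0 M NaCl replicate 1, and 3 did so in none. Thinning to equal depth, which was chosen after the values were seen, also gave 2.

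The paper states that the filter does not affect which transcripts are identified as DE. With edgeR, 446 of 732 calls at 0.5 M NaCl against No NaCl, 515 of 894 at 2.0 M NaCl against 0.5 M NaCl and 3 of 3 at 2.0 M NaCl against No NaCl were also made without the filter, and 29, 15 and 53 calls were made only without it. With DESeq2, an alternative set before the data were examined and the tool the paper names, 2657 of 2691, 2804 of 2833 and 614 of 653 calls were shared.

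Figure 3 shows enriched categories among the transcripts that differ between 2.0 M NaCl and No NaCl, in both directions, whereas edgeR called 3 transcripts in this comparison. The paper used RUVseq and DESeq2, so the tools differ. In simulated counts, edgeR recovered 69 of 200 changed transcripts and called 3 unchanged ones, against 143 and 131 with DESeq2. More were called with DESeq2 (653), with the filter of 2 CPM in every library (114), with sums over Trinity genes (120), without a filter (56) and with limma on abundances (43 and 33), all set before the data were examined, and with DESeq2 and the RUVr-type factor (823), DESeq2 with all 9 libraries (467), a mean of at least 100 CPM (45) and thinning (18), chosen after the values were seen.

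The paper counts more transcripts of cation transport upregulated at 0.5 M NaCl and at 2.0 M NaCl than edgeR called higher in all, 75 and 2. DESeq2, set before the data were examined, called 314 and 304 transcripts higher, above the paper's numbers at both salinities. At 0.5 M NaCl, the higher calls also exceeded the paper's number with upper quartile normalization (169), the RUVr-type factor (140), sums over Trinity genes (183), a log2 fold change over 1 (201), limma on abundances (192 and 181) and without 2.0 M NaCl replicate 1 (156), all set before the data were examined. DESeq2 with the RUVr-type factor (301 and 355) and DESeq2 with all 9 libraries (181 and 209), chosen after the values were seen, exceeded both. The transcripts themselves were not compared, since identifiers are not paired with functions.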

Other observations

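Of the tests below, the odds ratio of zeros, the correlation of deviations, the comparison of 0.5 M NaCl replicate 1 with an unused No NaCl library and the comparison of 0.5 M NaCl replicate 1 with No NaCl distances were chosen after the result they bear on was seen. Thinning and the set of transcripts with a mean of at least 100 CPM were chosen after the data were seen, but before their own values were.

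Lower transcripts outnumbered higher ones at 0.5 M NaCl, with 657 of 732 calls lower than without NaCl. Depth as the whole cause is argued against, since 80.5% of the 303 calls were lower after all libraries were thinned to equal totals (exact 95% interval 75.6% to 84.8%). Loss of low-abundance transcripts only could not be decided. Among the transcripts with a mean of at least 100 CPM, 72.7% of the 99 calls were lower (exact 95% interval 62.9% to 81.2%). That mean is mostly over libraries of the other conditions, so the set by itself favours transcripts that are lower at 0.5 M NaCl. Both intervals also treat transcripts as independent, which they are not. With 2 CPM required in every library, only 139 of 258 calls were lower, but that filter by itself removes calls at 0 counts. Random loss of transcripts in each library on its own, as from a library of low complexity, predicts that zeros in replicates 2 and 3 coincide no more than with zeros of other conditions. Within 20 classes of No NaCl abundance, the odds ratio of zeros in these 2 libraries was 3.33 (95% interval 3.08 to 3.59), against 1.16 to 2.28 between either of them and a 2.0 M NaCl library. The measure planned first, the observed number of shared zeros over the expected one, did not separate them (1.31 against 1.06 to 1.32), but its upper limit falls as zeros become more frequent. Between replicate 1 and the 2.0 M NaCl libraries the odds ratio was 3.41 to 4.21, so pairs labelled as different conditions also reached such values. Whether the fall is a property of replicates 2 and 3 alone cannot be told apart from one of the condition, since only replicate 1 bears on it and its own label is open. The 500 transcripts with the smallest p among those lower at 0.5 M NaCl were selected without replicate 1 and without one No NaCl library, and these 2 libraries were then compared. The median of replicate 1 minus the unused library was -0.61, -0.78 and -0.73 on the log2 scale with No NaCl replicates 1, 2 and 3 unused. Matched random lists, 1000 in each case, gave -0.48 to 0.03 and the 2.0 M NaCl libraries -0.31 to 0.04 on the same transcripts. For the 500 selected as higher, replicate 1 was at 0.57, 0.61 and 0.70, against at most 0.49, 0.62 and 0.61 in the 2.0 M NaCl libraries, above them in 2 of the 3 cases. Of the 657 transcripts, 121 had 0 counts in replicate 1, against 563 with 0 counts in both replicates 2 and 3. A response to 0.5 M NaCl, an effect of these 2 libraries, a loss of low-abundance transcripts and a loss of RNA quality shared by these libraries, which was not tested, all stay open.

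The greater distance of 0.5 M NaCl from the other conditions was weighed in the same way. At equal depth, over 10 thinnings, its excess was 0.433 (SD 0.0014 over thinnings), so that unequal depth as the whole cause is argued against. If replicates 2 and 3 were apart from the rest only by variation of their own, their deviations from separate sets of libraries should not correlate. The deviation of one from No NaCl and of the other from 2.0 M NaCl correlated across 17783 transcripts at 0.215 and 0.225, against at most 0.117 in 1000 permutations within abundance classes, and at 0.399 and 0.427 across the 1788 transcripts with a mean of at least 100 CPM over 9 libraries. The same measure between replicates 1 and 2 was 0.0962 and 0.113 across the 17783 transcripts, above at most 0.0759 in permutations, and between replicates 1 and 3 it was 0.0347 and 0.0385, not above their permutations. Among the abundant transcripts, it was -0.12 to 0.04 between replicate 1 and either of them. Comparing with libraries of the other conditions by the same measure, as first planned, was void, since such pairs share libraries. Among abundant transcripts, too, the mean distance from No NaCl was 1.49 to 0.5 M NaCl and 1.37 to 2.0 M NaCl, the pair at 0.5 M NaCl was 1.03 apart (0.917 within No NaCl and 1.05 within 2.0 M NaCl), and the excess was 0.138 there, against 0.776 over all transcripts tested. A distinct profile at 0.5 M NaCl is a hypothesis that rests on 2 libraries.

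At 0.5 M NaCl, replicate 1 was on average nearer to the other conditions than to replicates 2 and 3. It was nevertheless 2.47 from replicate 2, of which it was the nearest library, and replicates 2 and 3 were 2.58 from each other, so that over all tested transcripts these 2 were not a close pair. Among the transcripts with a mean of at least 100 CPM they were 1.03 apart, computed over 8 libraries, and the 3 pairs of 0.5 M NaCl libraries, 2 of them with replicate 1, were 1.32 ± 0.26 (SD) apart on average, computed over 9, so that there these 2 were nearer to each other than replicate 1 was to them on average. Its higher depth as the whole cause is argued against, because at equal depth it was still 0.275 farther from replicates 2 and 3 than from the other conditions (1.86 against 1.59). A swap with a library without NaCl, a swap with a 2.0 M NaCl library and a true replicate of 0.5 M NaCl cannot be told apart, because 1 library is set against 3 of each condition. Its distance to the nearest library without NaCl was 1.92, beyond the largest distance of 1.5 among these. On the 500 transcripts with the smallest p between 2.0 M NaCl and No NaCl, with No NaCl at 0 and 2.0 M NaCl at 1, it lay at 0.501, near replicates 2 and 3 at 0.478 and 0.470. The left-out No NaCl libraries lay at -0.0331 to 0.457 and the left-out 2.0 M NaCl libraries at 0.601 to 1.00. By the tests as first set, both values argued against a swap, and that reading was withdrawn after the values were seen. The same position was taken on 500 transcripts for each comparison with 0.5 M NaCl, with that condition at 1. Replicate 1 lay at 0.233 with No NaCl at 0, and at 0.251 with 2.0 M NaCl at 0. On both it was thus nearer to the other condition. The zeros of replicate 1 coincided with those of 2.0 M NaCl libraries with odds ratios of 3.41 to 4.21, and with those of replicates 2 and 3 with 3.13 and 2.43. At equal depth these became 2.40 to 3.80 and 2.88 and 2.25, which overlap. The tree joined replicate 1 to 2.0 M NaCl replicate 1.

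Other divisions of the same libraries into groups of the same sizes were fitted for each comparison, with the third condition kept in the fit. In each of the 6 cases, 3 comparisons with 8 and with 9 libraries, 1 of the 10 splits gave as many DE transcripts as the real one, which was the real one itself. With 10 splits the share is never under 0.1, so the splits by themselves do not exclude chance in the grouping. The highest count in another split was 0 in 5 cases and 1 for 2.0 M NaCl against 0.5 M NaCl with 9 libraries. For 0.5 M NaCl against No NaCl with 8 libraries, 732 calls are far more than noise drawn for each transcript on its own gives, since edgeR called 3 unchanged transcripts in simulated counts with the same spread and library sizes. Variation that many transcripts of one library share was not simulated, and it stays open.

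A single transcript, c6165_g1_i1, chosen after its values were seen, held 26.3% and 26.7% of all counts in No NaCl replicates 2 and 3, 5.33% in No NaCl replicate 1, 1.93%, 5.98% and 13.7% in the 3 libraries at 0.5 M NaCl, and 2.18%, 0.136% and 0.654% at 2.0 M NaCl. Its log2 fold change between 2.0 M NaCl and No NaCl was -4.95 (standard error 1.32, adjusted p = 0.220 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), lower in 3 of 3 libraries than in any library without NaCl. In No NaCl replicate 1, 36 transcripts had at least 10 CPM, 1060 CPM in all, and 0 counts in each of the other 8 libraries. The next highest number was 14, in 0.5 M NaCl replicate 3, and the other libraries had 0 to 5. No explanation of these transcripts was tested.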
